# Multinucleated giant cells are hallmarks of ovarian aging with unique immune and degradation-associated molecular signatures

**DOI:** 10.1371/journal.pbio.3003204

**Published:** 2025-06-23

**Authors:** Aubrey Converse, Madeline J. Perry, Shweta S. Dipali, Jose V. V. Isola, Emmett B. Kelly, Joseph M. Varberg, Mary B. Zelinski, Michael B. Stout, Michele T. Pritchard, Francesca E. Duncan

## Abstract

The ovary is one of the first organs to exhibit signs of aging, characterized by reduced tissue function, chronic inflammation, and fibrosis. Multinucleated giant cells (MNGCs), formed by macrophage fusion, typically occur in chronic immune pathologies, including infectious and non-infectious granulomas and the foreign body response, but are also observed in the aging ovary. The function and consequence of ovarian MNGCs remain unknown as their biological activity is highly context-dependent, and their large size has limited their isolation and analysis through technologies such as single-cell RNA sequencing. In this study, we define ovarian MNGCs through a deep analysis of their presence across age and species using advanced imaging technologies as well as their unique transcriptome using laser capture microdissection. MNGCs form complex interconnected networks that increase with age in both mouse and nonhuman primate ovaries. MNGCs are characterized by high *Gpnmb* expression, a putative marker of ovarian and non-ovarian MNGCs. Pathway analysis highlighted functions in apoptotic cell clearance, lipid metabolism, proteolysis, immune processes, and increased oxidative phosphorylation and antioxidant activity. Thus, MNGCs have signatures related to degradative processes, immune function, and high metabolic activity. These processes were enriched in MNGCs compared to primary ovarian macrophages, suggesting discrete functionality. MNGCs express CD4 and colocalize with T-cells, which were enriched in regions of MNGCs, indicative of a close interaction between these immune cell types. These findings implicate MNGCs in modulation of the ovarian immune landscape during aging given their high penetrance and unique molecular signature that supports degradative and immune functions.

## Abstract 2

Ovarian multinucleated giant cells are a unique macrophage population that arise within the aging mammalian ovary. This study characterizes their transcriptome in mice, uncovering a potential role in degradation of cellular debris and immune signaling, suggesting a potential contribution to ovarian inflammation during aging.

## Introduction

Female reproductive aging is characterized by a decline in both follicle and gamete quantity and quality beginning in women in their mid-30’s which contributes to infertility, endocrine dysfunction, and adverse general health consequences [1]. Although the decrease in the number of healthy gametes contributes to the age-related fertility decline [2], oocytes do not develop in isolation but instead exist within an ovarian follicle surrounded by a complex stromal compartment containing fibroblasts, immune cells, vasculature and extracellular matrix [3]. This ovarian microenvironment also exhibits age-related changes, with increased chronic inflammatory signatures observed with advanced reproductive age. This milieu is characterized by increased production and secretion of proinflammatory cytokines, changes to macrophage numbers and phenotypes, and development of fibro-inflammatory signatures in the ECM as well as fibrosis [4–10]. Although chronic, age-related inflammation, called inflammaging, occurs in various non-reproductive tissues [11], its onset in the ovary precedes that of most other tissues. This early onset of inflammaging and the concurrent decline in ovarian function suggests that these events are linked. In fact, recent studies indicate that ovarian fibrosis, a hallmark of inflammaging, can be therapeutically targeted to attenuate ovarian aging and improve fertility in mice [12,13]. Thus, fully understanding ovarian inflammaging is essential to efforts to extend female reproductive longevity and health span.

A unique type of immune cell, termed multinucleated giant cell (MNGC), are associated with a wide range of inflammatory responses including infectious and non-infectious granulomas, the foreign body response, and chronic inflammatory pathologies such as rheumatoid arthritis and sarcoidosis [14,15]. These cells are implicated in various activities such as phagocytosis of pathogens and foreign bodies, tissue remodeling, and immune signaling, with their specific activity being highly tissue- and context-dependent [15]. Interestingly, MNGCs also form in an age-specific manner within the ovary as they are absent in reproductively young mouse ovaries but present in all ovaries from mice over 14 months of age [6,16,17]. The fact that MNGCs are highly penetrant in ovaries from reproductively old mice suggests they may have a central role in ovarian aging, but to date, our understanding of them has been limited. This is due to their size exclusion from single-cell RNAseq preparations and lack of established primary isolation methods, challenges that also pertain to non-ovarian MNGCs. Defining ovarian MNGC’s molecular signature is a crucial first step in elucidating their biological activity, how they relate to other ovarian inflammaging phenotypes, and determining if they are an adaptive homeostatic or pathological response within the aging ovary.

To overcome these substantial technical barriers and knowledge gaps, we combined a cutting-edge suite of quantitative and molecular approaches to provide a comprehensive characterization of ovarian MNGCs (Fig 1A). Using a histological toolkit, we found that MNGCs increased in both mice and nonhuman primate ovaries, exhibiting 100% penetrance with advanced reproductive age. Moreover, multiphoton microscopy revealed that ovarian MNGCs form an intricate, interdigitating three-dimensional network within intact mouse ovaries that is intimately associated with CD3 + T cells. Furthermore, employing laser capture microdissection, we selectively isolated MNGC-enriched regions from ovarian tissue sections, enabling the identification and validation the distinct MNGC-specific transcriptomic signature that clearly differentiated these cells from conventional ovarian macrophages. Notably, this signature included the upregulation of *Gpnmb*, a putative marker of ovarian and non-ovarian MNGCs. Importantly, our bioinformatic analysis revealed that key MNGC functions likely include degradative (apoptotic cell clearance, proteolysis, lipid metabolism), energy production (oxidative phosphorylation, antioxidant response), and specific immune processes that were not observed in conventional ovarian macrophages. Thus, our study provides a robust framework for investigating MNGC biology across tissues, solidifies ovarian MNGCs as hallmarks of aging, and elucidates unique MNGC functionality which will set the stage for future studies understanding the impact of these cells in the ovary.

**Fig 1:**
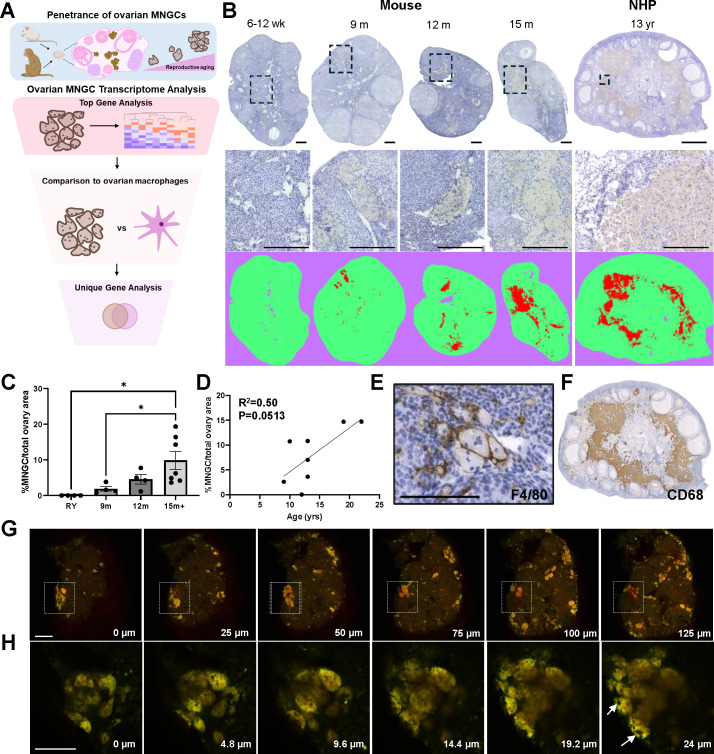
Multinucleated giant cells (MNGCs) are age-associated in mammalian ovaries. (A) Analysis workflow of the study. (B) Representative mouse and nonhuman primate (NHP) ovarian histological sections (top and middle panels) and Trainable Weka Segmentation (ImageJ) of MNGCs (bottom panel) across age. (C) Quantification of MNGC area in mouse ovaries across age. RY; reproductively young 6-12 wks. (D) Quantification of MNGC area in rhesus macaque ovaries across age. (E) F4/80 immunolabeling of mouse ovarian MNGCs. (F) CD68 immunolabeling of NHP MNGCs. Z-stack of autofluorescent MNGCs in cleared mouse ovaries at macro (G) and micro (H) scales, with white arrows in the last panel of (H) highlighting putative nuclei. Scale bars for B are = 200 µm mouse top and middle, 2,000 µm for NHP top panel, 200 µm for NHP middle panel. Scale bars = 100 µm for E, 200 µm for G, and 50 µm for H. For C, data is presented as means ± SEM with 4-7 mice of each age. One-way ANOVA with Tukey’s multiple comparison post-test (*, p < 0.05) was used for statistical analysis of C while a simple linear regression was used to determine the goodness to fit (R^2^) and the likelihood of the slope being non-zero (P) in D. Portions of panel 1A were created in BioRender. Lab, D. (2025) https://BioRender.com/mtmex43. The data underlying the graphs can be accessed at https://doi.org/10.5061/dryad.kh18932j4.

## Results and discussion

### 3D networks of multinucleated giant cells are characteristic of the aging mammalian ovary

To characterize the penetrance of ovarian MNGCs across reproductive age, we quantified the percent MNGC area in ovarian tissue sections from mice and NHP across an aging spectrum. MNGCs have an inherent brown pigment and are autofluorescent due to their lipofuscin content [18], which allows them to be visualized in ovarian tissue sections without specialized staining. Ovarian MNGCs were absent in reproductively young (RY; 6–12wk) mouse ovaries but present in all ovaries from mice ≥ 9m of age (Fig 1B and 1C). MNGCs occupied 1.9 ± 0.7, 4.5 ± 2.7, and 9.8 ± 6.6% of ovarian tissue sections at 9, 12, and 15m + , respectively. Ovarian MNGCs consistently increased between the 9 and 15 + month cohorts, and this was significant when comparing the young control and 9m groups with the 15 + month group. MNGCs were also present in NHP ovaries in animals aged 9–22 yrs, with an increasing trend (R^2^ = 0.5; p = 0.0513) with advanced age (Fig 1B and 1D). Thus, the appearance of MNGCs is a hallmark of mammalian ovarian aging. We confirmed that ovarian MNGCs were, at least in part, derived from macrophages as they expressed F4/80 (mouse) and CD68 (NHP) (Fig 1E and 1F), consistent with previous reports [6]. As ovarian MNGCs have only been visualized in tissue sections to date, it is unclear how they localize within the tissue and how vast individual MNGCs are in 3-dimensional (3D) space. Previous studies have demonstrated MNGCs are autofluorescent [6] likely due to their high lipofuscin content [18], so we utilized this autofluorescence to visualize MNGCs within cleared mouse ovarian tissue using multiphoton microscopy. Using this approach, we found that MNGCs formed clusters of various sizes throughout the ovary, with some clusters spanning hundreds of microns (Fig 1G and S1, S2 and S3 Videos). These features are further exemplified through 3D rendering of the MNGC networks of a native ovary (S4 Video) and a large MNGC cluster located in the white box in Fig 1G (S5 Video). On a microscale, MNGCs were comprised of a complex autofluorescent cytoplasmic network containing numerous nuclei (white arrows) and were intercalated between non-autofluorescent tissue (Fig 1H and S6 Video). To our knowledge, this is the first 3D mapping of native ovarian MNGCs within their resident tissue.

Although MNGCs contain lipofuscin which allows for their identification by brown pigmentation as well as autofluorescence, we cannot exclude the possibility that other lipofuscin-containing ovarian cells may be captured. Lipofuscin consists of oxidized proteins, lipids, and metals which increases with age and accumulates in senescent cells [19]. Thus, other ovarian cell types may also accumulate lipofuscin with age, and several studies have reported that lipofuscin-containing cells increase in the ovary with age [20,21]. However, these lipofuscin-containing cells correlate to regions of MNGCs, indicating the age-associated increase in lipofuscin is likely primarily due to MNGCs [18,20–22]. Further investigations are needed to determine whether other ovarian cell populations also accumulate lipofuscin.

### Laser capture microdissection and RNA sequencing of ovarian multinucleated giant cells

Comprehensive transcriptomic analysis of ovarian and non-ovarian MNGCs has been limited in part because their large size excludes them from single-cell RNAseq preparations, and there is a lack of established primary MNGC isolation methods. Therefore, the field has heavily relied on *in vitro*-induced macrophage fusion models to assess the molecular characteristics and biological activity of MNGCs [23–25]. However, without direct comparison to *in vivo*-derived MNGCs, it remains unclear how well *in vitro* models reflect their physiological counterparts. Although some studies have evaluated the transcriptome of native non-ovarian MNGCs [26,27], it remains unclear how similar they are to ovarian MNGCs. We, therefore, utilized laser capture microdissection (LCM) to isolate native MNGCs from frozen mouse ovarian tissue (Fig 2A). 

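RNA was isolated from MNGCs and from stroma regions without MNGCs, both captured by LCM, which excises chosen regions from a tissue section, from frozen ovaries of mice 18 to 20 months of age. Each sample type had 4 biological replicates. The authors prepared full-length cDNA with SMART-Seq and libraries with Nextera XT, sequenced them on a single flow cell, trimmed adapters with cutadapt, aligned reads to mm10 with STAR and counted reads per Ensembl gene with htseq-count. The values analysed were these counts, without normalization, for 54232 genes. Total counts were between 22782760 and 27581088 per MNGC sample (median 25769142) and between 26487738 and 28726986 per stroma sample (median 27726063.5). Normalized counts given for single genes are counts divided by DESeq2 size factors, as mean ± SD (n = 4 samples unless stated). Sample types were compared with the quasi-likelihood test of edgeR on TMM-normalized counts of all 12 samples, and p values were adjusted by the Benjamini-Hochberg method over the 16753 genes that passed edgeR's filter on low counts. DEGs in this comparison are genes with an adjusted p under 0.05, and a fold change (FC) is given on the log2 scale with its standard error. Where an exact p is given, it is from a two-sided permutation test of 4 samples against 4, for which the smallest possible p is 0.0286. A gene with 3 counts or fewer in each sample of a type was treated as at the floor, and its fold is given as a lower bound. Reads carry no molecular identifiers, so floors cover counting error only. Replicates are numbered by library name, while the sample titles number MNGC replicates 1 and 2 the other way round.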

MNGC-enriched regions were identified in tissue sections based on their distinct morphology and pigmented appearance in adjacent H&E-stained serial sections as well as their autofluorescence (Fig 2B).

**Fig 2:**
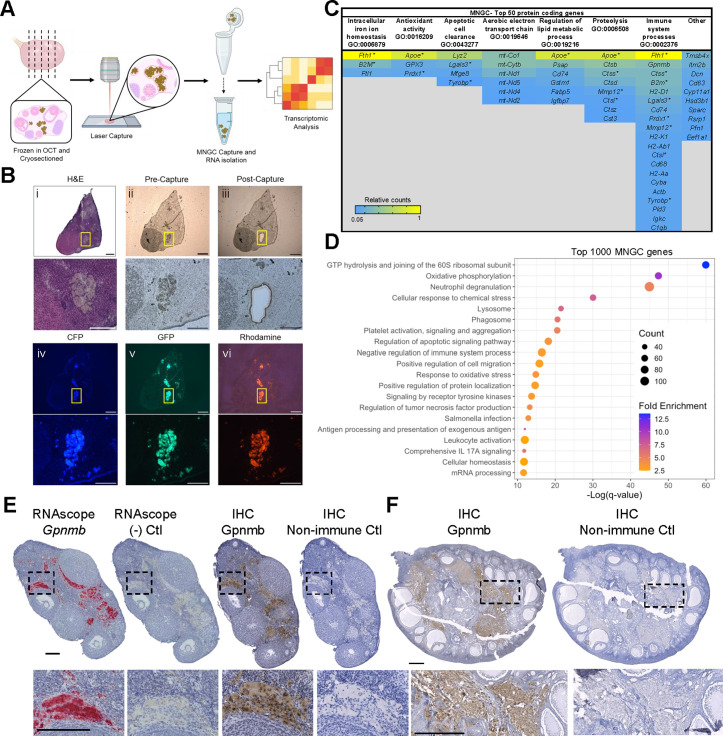
Transcriptomic analysis of ovarian MNGCs. (A) Schematic of laser capture microdissection (LCM) of ovarian MNGCs for transcriptomic analysis. (B) Representative images depicting MNGC identification by serial H&E-stained section (i) and autofluorescence (iv-vi), and capture for LCM (ii-iii). (C) Table of the top 50 MNGC expressed genes categorized by biological processes to which they relate. (D) Pathway analysis of top 1,000 expressed MNGC genes. (E) Localization of *Gpnmb* RNA (RNAscope) and protein (IHC) in mouse (12m) ovarian sections. (F) Localization of GPNMB protein in rhesus macaque (13yr) ovarian tissue section. For C, (*) denotes genes that fall into more than one process. Scale bars = 150 µm for B; 200 µm for E; 1,000 µm for F. Transcriptomic analysis was performed on 4 biological replicates. Portions of panel 2A were created in BioRender. Lab, D. (2025) https://BioRender.com/2pi739t. The data underlying the graphs can be accessed at https://doi.org/10.5061/dryad.kh18932j4.

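Of 22055 protein coding genes, between 11288 and 12559 had at least 10 counts in each MNGC sample, and 9958 had at least 10 counts in all 4. The same count minimum was met by 10251 genes in all 4 stroma samples. Of the alternatives tried, requiring at least 10 counts in all 12 samples moved the MNGC number most, to 9022. With 1 MNGC sample left out at a time, between 10102 and 10745 genes had at least 10 counts in the 3 others.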

RNA sequencing revealed 9966 protein coding genes (≥10 counts) identified in all biological samples. We manually characterized the top 50 expressed genes into seven biological processes that were cross-referenced to annotated gene ontology (GO) terms (Fig 2C). These included “intracellular iron ion homeostasis,” “antioxidant activity,” “apoptotic cell clearance,” “aerobic electron transport chain,” “regulation of lipid metabolic process,” “proteolysis,” and “immune system processes.” 

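Protein coding genes were ranked by mean normalized counts in the 4 MNGC samples. The first 50 held 20.8% of all normalized counts of MNGCs. Of the 49 genes read from Fig 2C, 48 were among these 50. The other was *Igkc* (ENSMUSG00000076609, chromosome 6 from 70726435 to 70726966), which is annotated as an immunoglobulin constant gene, had 40067 ± 42094 normalized counts and ranked 50 when all gene types were included. Its mean was 20636 without MNGC replicate 4. The highest mean was that of *Fth1* (ENSMUSG00000024661, chromosome 19 from 9982703 to 9985092), with 602890.0 ± 338917 normalized counts in MNGCs and 127427 ± 33005 in stroma (log2 FC 2.24, standard error 0.47, adjusted p = 0.0246). *Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) had 469383 ± 160187 in MNGCs and 92866 ± 33917 in stroma (log2 FC 2.33, standard error 0.41, adjusted p = 0.0105). *Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321) had 337571 ± 224825 in MNGCs and 13425 ± 3504 in stroma (log2 FC 4.65, standard error 0.64, adjusted p = 0.00311). The adjusted p of *Fth1* was above 0.05 in 4 of 18 alternatives, among them the fit without stroma replicate 3 (0.0626), and between 4e-06 and 0.0806 over all of them. That of *Apoe* was above 0.05 in 1 of 18, with the replicate number of the library name as a block (0.0586). For each of these 3 genes, all 4 MNGC samples had more normalized counts than all 4 stroma samples (exact p = 0.0286). Of the first 50 genes, 29 were DEGs with higher expression in MNGCs than in stroma. With 1 MNGC sample left out at a time, the first 50 genes held between 43 (without replicate 3) and 48 of the Fig 2C genes. The study chose these genes from the same MNGC samples.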

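Of the 50 protein coding genes with the highest mean normalized counts in MNGCs, 38 (76%) were among genes that Fig 2C assigns to one of its 7 processes. *Tmsb4x* ranked 13, with 140755 ± 26128 normalized counts in MNGCs and 37631 ± 10883 in stroma (log2 FC 1.88, standard error 0.42, adjusted p = 0.0311), and this p was above 0.05 in 6 of 18 alternatives, among them those that each left out 1 of MNGC replicates 3 and 4 and stroma replicates 1 and 3 (0.0579 to 0.0868), and between 6.7e-10 and 0.0868 over all of them. *Dcn* ranked 21, with 82378 ± 4074 in MNGCs and 42647 ± 10009 in stroma (log2 FC 0.92, standard error 0.48, adjusted p = 0.328, and adjusted p between 0.000326 and 0.484 across the alternatives), and all 4 MNGC samples were above all 4 stroma samples. *Sparc* ranked 36 and did not differ from stroma (log2 FC 0.39, standard error 0.29, adjusted p = 0.544), and *Pfn1* ranked 39 (adjusted p = 0.0495 against stroma at a log2 FC of 0.94). For *Pfn1* the adjusted p was above 0.05 in 12 of 18 alternatives, among them those that each left out 1 of MNGC replicates 1, 3 and 4 and stroma replicates 1, 2, 3 and 4 (0.0559 to 0.114), and between 7.38e-05 and 0.136 over all of them. *Cyp11a1* (ENSMUSG00000032323, chromosome 9 from 58006411 to 58027023) ranked 26, with 69885 ± 54369 in MNGCs and 259407 ± 155402 in stroma (log2 FC -1.90, standard error 0.63, adjusted p = 0.108). Without MNGC replicate 1 its MNGC mean was 43364, its rank was 42 and its adjusted p against stroma was 0.0463. Across its alternatives, that adjusted p was between 0.0261 and 0.217. *Hsd3b1* (ENSMUSG00000027871, chromosome 3 from 98852194 to 98859794) ranked 33, with 57022 ± 26695 in MNGCs and 345967 ± 151915 in stroma (log2 FC -2.61, standard error 0.71, adjusted p = 0.0638), and every MNGC sample was below every stroma sample. That p was between 8.1e-06 and 0.158 across the alternatives, with values under 0.05 for DESeq2 on 12 samples (0.00324), edgeR on 8 samples (0.0457) and DESeq2 on 8 samples (8.1e-06), and both DESeq2 fits also called *Cyp11a1* (0.0261 and 0.042). A list of 10 steroidogenic genes had a median log2 FC of -1.64 against stroma (adjusted p = 0.0374 from the camera test of limma, 0.211 with fry and 0.504 with an estimated correlation between genes), and none of them was a DEG against stroma in the edgeR fit over 12 samples.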

Of the top 50 genes, 80% fell into these processes, while the remainder were primarily involved in actin binding and matrix assembly (*Tmsb4x*, *Dcn*, *Sparc*, and *Pfn1*) or steroidogenesis (*Cyp11a1* and *Hsd3b1*). 

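The 1000 protein coding genes with the highest mean normalized counts in MNGCs held 52.8% of all normalized counts of MNGCs, and the first 100 held 26.0%. Of the 1000 genes, 167 were DEGs with higher and 13 with lower expression in MNGCs than in stroma. Gene lists for lysosome, oxidative phosphorylation, antigen presentation and antioxidant genes, fixed before any values were seen, were counted among the 1000 genes with Fisher's exact test against the 9958 genes with at least 10 counts in all MNGC samples.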

To further validate these processes, we performed unbiased pathway analysis of the top 1000 genes, which further highlighted immune, degradation, and oxidative phosphorylation processes (Fig 2D). GO terms associated with degradation included “lysosome,” “phagosome,” and “regulation of apoptotic signaling pathway.” 

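Of 57 lysosome genes that met the count minimum in all MNGC samples, 38 were among the 1000 genes with the highest expression, where 5.72 were expected (odds ratio 18.6, adjusted p = 1.79e-24, Fisher's exact test). Of the 58 genes on the lysosome list, 18 are shown in the figures of the study and 2 are on another list used here. The median log2 FC of the list between MNGCs and stroma was 1.24 (adjusted p = 5.5e-25, camera), with 21 DEGs higher and 1 lower in MNGCs. This test presets the correlation between genes at 0.01, and the difference kept an adjusted p under 0.05 with fry, while it did not with an estimated correlation. *Ctsb* (ENSMUSG00000021939, chromosome 14 from 63122462 to 63145923), which encodes a lysosomal protease, ranked 4, with 236533 ± 135118 normalized counts in MNGCs and 41209 ± 5432 in stroma (log2 FC 2.51, standard error 0.48, adjusted p = 0.0158), higher in all 4 MNGC samples. Its adjusted p was above 0.05 in 1 of 18 alternatives, with the replicate number of the library name as a block (0.0533).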

Immune function-related GO terms included “neutrophil degranulation,” “negative regulation of immune system processes,” “regulation of tumor necrosis factor production,” “*Salmonella* infection,” “antigen processing and presentation of exogenous antigen,” “leukocyte activation,” and “comprehensive IL17A signaling.” “Oxidative phosphorylation” and “response to oxidative stress” GO terms were also enriched. Thus, the biological processes manually annotated from the top 50 expressed genes were well-represented in an unbiased pathway analysis of the top 1000 genes.

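Among the 1000 genes, 47 of 88 oxidative phosphorylation genes encoded in the nucleus were found, where 8.84 were expected (odds ratio 10.7, adjusted p = 3.36e-24, Fisher's exact test). Of 11 mitochondrially encoded genes, 7 were found against 1.10 expected (adjusted p = 2.37e-05). Antioxidant genes accounted for 14 of 22, against 2.21 expected (adjusted p = 2.16e-09). The same count for 77 ribosomal protein genes, a list of abundant transcripts unrelated to these processes, was 57, against 7.73 expected (adjusted p = 3.62e-40). The median log2 FC against stroma was -0.29 for the nuclear genes (adjusted p = 0.00113, camera, and 0.229 with fry) and 0.19 for the mitochondrially encoded genes (adjusted p = 0.473). Without stroma replicate 2, these medians were -0.16 and 0.45, and without MNGC replicate 4 the median of the mitochondrially encoded genes was -0.13. *Cox4i1* (ENSMUSG00000031818, chromosome 8 from 120668222 to 120674207) had 16765 ± 3458 normalized counts in MNGCs and 19882 ± 5923 in stroma (log2 FC -0.26, standard error 0.29, adjusted p = 0.72).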

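Of 8 genes for antigen presentation by MHC class II with at least 10 counts in all MNGC samples, 6 were among the 1000 genes with the highest expression, against 0.803 expected (adjusted p = 2.37e-05, Fisher's exact test). The list of 10 had a median log2 FC of 2.40 between MNGCs and stroma (adjusted p = 1.88e-10, camera), with 6 DEGs, all higher in MNGCs. *Cd74* (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812646) ranked 17, with 100755 ± 65889.9 normalized counts in MNGCs and 21153 ± 4829.6 in stroma (log2 FC 2.22, standard error 0.51, adjusted p = 0.0362). This adjusted p was above 0.05 in 9 of 18 alternatives, among them those that each left out 1 of MNGC replicates 3 and 4 and stroma replicates 1, 2, 3 and 4 (0.0533 to 0.0947), and between 0.000412 and 0.0947 over all of them. From the enrichment of immune, degradation and oxidative phosphorylation terms among the 1000 genes, the paper concludes that the processes it assigned by hand to the first 50 genes were represented in an analysis that did not choose genes by hand.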

To determine how similar ovarian MNGCs are to models of non-ovarian MNGCs, we compared the top expressed ovarian MNGC genes to those of *in vitro*-derived osteoclasts, foreign body giant cells, and Langhans giant cells utilizing a previously published transcriptomic dataset [24]. Analysis of the the top 100 genes that have orthologs between mice and humans revealed 39 are shared between ovarian MNGCs and at least one of the *in vitro*-derived MNGC models, whereas only 15 are conserved between all MNGC models (S1A Fig). 

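In the LCM samples, *Psap*, *Fth1*, *Vim*, *B2m*, *Grn*, *Gpnmb*, *Apoe*, *Cd63*, *Aplp2*, *Tmsb4x* and *Hsp90ab1* were all among the 100 protein coding genes with the highest mean normalized counts in MNGCs, and 7 of these 11 were among the first 50. *Psap* (ENSMUSG00000004207, chromosome 10 from 60277627 to 60302597) ranked 8, with 198709 ± 114070.0 normalized counts in MNGCs and 37608 ± 15727 in stroma (log2 FC 2.39, standard error 0.49, adjusted p = 0.0232), and this p was above 0.05 in 4 of 18 alternatives, among them those that each left out 1 of stroma replicates 2 and 3 (0.0514 to 0.0718), and between 1.35e-05 and 0.0877 over all of them. *B2m* (ENSMUSG00000060802, chromosome 2 from 122147686 to 122153083) ranked 10, with 169807 ± 80398 in MNGCs and 26686 ± 8725 in stroma (log2 FC 2.64, standard error 0.53, adjusted p = 0.0197), where the p was above 0.05 in 3 of 18 alternatives, among them the fit without stroma replicate 3 (0.0641), and between 1.3e-08 and 0.0735 over all of them. *Cd63* ranked 25, *Vim* 76, *Grn* 79, *Hsp90ab1* 64 and *Aplp2* 100. *Hsp90ab1* and *Aplp2* did not differ between MNGCs and stroma (adjusted p = 0.542 at a log2 FC of -0.34, and 0.237 at -0.97). The stroma mean of *Aplp2* was 41657, and 24588 without stroma replicate 1. With 1 sample left out at a time, its log2 FC was between -1.23 and -0.23. Cathepsin genes made up 5 of the first 50, 6 of the first 100 and 9 of the first 1000. Among them, *Ctsl* had 58533 ± 54179 normalized counts in MNGCs, and 32376 without replicate 3. Data from MNGCs of other tissues were not analysed here.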

The conserved top genes include various cathepsins, *Psap*, *Fth1*, *Vim*, *B2m*, *Grn*, *Gpnmb*, *Apoe*, *Cd63*, *Aplp2*, *Tmsb4x*, and *Hsp90ab1* (S1B Fig). Thus, while ovarian MNGCs shared some similarities with *in vitro*-derived MNGC models, the transcriptome of ovarian MNGC is largely distinct, indicating potential unique biology. Future studies to determine methods of *in vitro* ovarian MNGC derivation will be essential for further interrogating the biology of these unique MNGCs.

From the top gene list, we selected *Gpnmb* for further characterization as it is only expressed in a small subset of ovarian macrophages [18], is upregulated with age in the mouse proteome and transcriptome [10,28], and is a putative marker of non-ovarian MNGCs [26,27]. 

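*Gpnmb* (ENSMUSG00000029816) lies on chromosome 6 of mm10 from 49036546 to 49070929 and encodes a transmembrane glycoprotein. It ranked 7 of all protein coding genes by mean normalized counts in MNGCs, and its rank was between 5 and 10 across the alternatives. Its normalized counts were 206461 ± 125687 in MNGCs and 2023 ± 2003 in stroma, where the mean was 1216 without replicate 1. The ratio of the means was 102, and the log2 FC was 6.66 (standard error 1.15, adjusted p = 0.00929). Each MNGC sample had more normalized counts than each stroma sample (exact p = 0.0286).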

RNA *in situ* hybridization and immunohistochemistry (IHC) demonstrated that, consistent with our transcriptomic data, *Gpnmb* transcripts localized within mouse ovarian MNGCs and GPNMB protein was primarily localized to regions of mouse and NHP MNGCs (Fig 2E and 2F). These results indicate that MNGCs are the main cell type that expresses this marker and that the age-associated increase in ovarian GPNMB expression is likely due to the age-associated accumulation of MNGCs [10]. GPNMB is a *trans-*membrane glycoprotein implicated in processes such as immunosuppression in pro-inflammatory conditions [29,30], modulation of ECM production and degradation [31–33], and regulation of phagosome and lysosome function in debris clearance [34–37]. The protein is also upregulated in various cancers, autoimmune disorders, and senescent cells [36,38–44]. Interestingly, GPNMB is also expressed in osteoclasts where it promotes osteoclast precursor fusion and bone resorption activity [45]. GPNMB expression in various MNGC models, including the aging ovary, suggests that it likely has a specific role in MNGCs, potentially related to immune signaling, degradation, and fusion.

### Ovarian MNGCs are molecularly distinct from ovarian macrophages

To identify potential novel functions of MNGCs distinct from other ovarian macrophage populations, we compared the transcriptomic signatures of MNGCs and ovarian macrophages isolated from reproductively young mice. Young ovarian macrophages were utilized as a control to ensure that no MNGCs were included in this cohort, as there is the potential of smaller MNGCs (<40 µm) from old ovaries to make it through single cell suspension filtering. Ovarian macrophages were isolated by enzymatic digestion of ovaries, filtering to obtain a single-cell suspension, and immunomagnetic pull-down of F4/80 + cells (Fig 3A). 

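Ovarian macrophages came from mice 6 to 12 weeks of age, with 4 biological replicates, and their RNA was prepared, sequenced and counted as for the LCM samples. Total counts were between 26551139 and 30857031 per macrophage sample (median 28054734), and did not differ from those of MNGCs (exact p = 0.114). Digestion and the younger age applied to every macrophage sample and to no LCM sample, so neither can be separated from cell type in these data. More protein coding genes had at least 10 counts in each macrophage sample (13985 to 14323) than in any MNGC sample. Mitochondrially encoded genes accounted for 0.00563%, 0.510%, 0.0681% and 0.0567% of counts in macrophage replicates 1 to 4, for 1.28% to 5.09% in MNGC samples and for 1.97% to 5.20% in stroma samples. The immediate early genes *Fos*, *Egr1*, *Jun* and *Junb* accounted for 2.41% to 4.20% of counts in macrophage samples, 0.0172% to 0.0521% in MNGC samples and 0.0174% to 0.0370% in stroma samples. Between macrophages and MNGCs, both shares had no overlap (exact p = 0.0286 for each). For MNGCs against stroma, the exact p was 0.857 for the mitochondrial share and 0.143 for the immediate early share. Differences between MNGCs and macrophages also depended on transcript length. With genes in 5 groups of equal size by length, the median log2 FC was 0.85 in the group with the shortest transcripts (median length 669 bases) and -0.58 in the group with the longest (4707.5 bases). These medians were -0.08 and 0.02 between MNGCs and stroma. With upper quartile scaling in place of TMM, the median log2 FC of all genes went from 0.0089 to 0.142 between MNGCs and macrophages and from -0.047 to -0.10 between MNGCs and stroma.

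**Figure D1:**
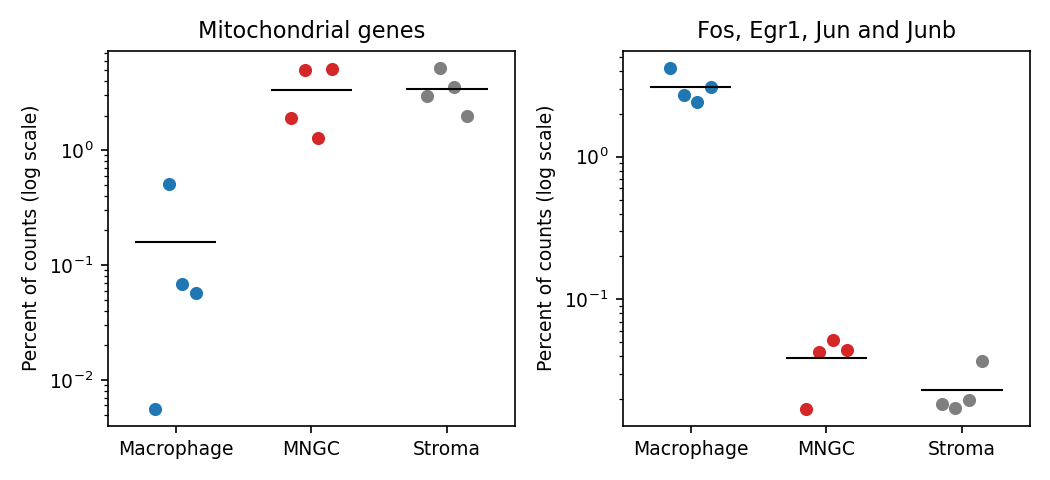
Percent of counts from mitochondrially encoded genes and from *Fos*, *Egr1*, *Jun* and *Junb* in each of the 12 samples, on log axes, with points for samples and lines for the mean of each sample type. Macrophage samples hold at most 0.510% mitochondrial counts and at least 2.41% immediate early counts.

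**Figure D2:**
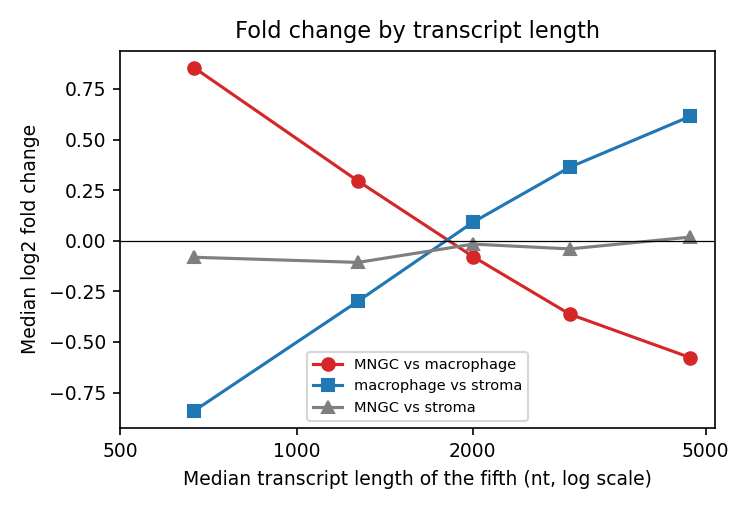
Median log2 FC of genes in 5 groups of equal size by transcript length, in bases, for the 3 comparisons of sample types. The median falls from 0.85 to -0.58 between MNGCs and macrophages and stays between -0.11 and 0.02 between MNGCs and stroma.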

A subset of cells isolated by immunomagnetic sorting were utilized to confirm their identity based on phagocytic activity (Fig 3B). Initial comparison of the transcriptomic profiles of ovarian MNGCs and ovarian macrophages revealed discrete separation between these populations in a principal component analysis (PCA; Fig 3C). 

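Principal components were computed from the 500 most variable genes after the rlog transformation of DESeq2, over the 4 macrophage and 4 MNGC samples. PC1 held 58.6% of the variance and PC2 16.0%. Macrophage samples lay between -58.9 and -53.9 on PC1, and MNGC samples between 40.7 and 72.0. Over the 500 genes, the Euclidean distance was 23.6 to 31.0 between macrophage samples, 95.5 to 120 between MNGC samples and 113 to 146 between a macrophage and an MNGC sample. The PC1 share was 40.0% with all genes in place of 500 and 76.6% after the variance stabilizing transformation.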

Next, the expression of macrophage markers was compared between macrophage populations and stroma samples that were collected by LCM, which served as a non-macrophage enriched population (Fig 3D). Both macrophage populations had higher expression of the pan-macrophage marker *Adgre1* (F4/80) and myeloid lineage marker *Cd68* than stroma samples. 

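*Adgre1* (ENSMUSG00000004730, chromosome 17 from 57358686 to 57483529) had 2603 ± 845 normalized counts in MNGCs, 4097 ± 2317 in macrophages and 534 ± 237 in stroma. Its log2 FC against stroma was 2.27 in MNGCs (standard error 0.54, adjusted p = 0.0393) and 2.93 in macrophages (standard error 0.55, adjusted p = 0.00757). The adjusted p for MNGCs was above 0.05 in 8 of 18 alternatives, among them those that each left out 1 of MNGC replicates 1, 3 and 4 and stroma replicates 1, 2, 3 and 4 (0.0566 to 0.0804), and between 6.93e-06 and 0.0804 over all of them. *Cd68* (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153) had 52712 ± 29809.5 in MNGCs, 7198 ± 3961 in macrophages and 2212 ± 1106 in stroma. It was higher in MNGCs than in stroma (log2 FC 4.57, standard error 0.61, adjusted p = 0.00277), while the adjusted p for macrophages against stroma was 0.063 (log2 FC 1.70, between 0.0121 and 0.193 across its alternatives). For both genes, every MNGC and every macrophage sample was above every stroma sample (exact p = 0.0286).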

Expression of macrophage-associated genes such as *CD14*, *Nos2*, and *Tlr2* were significantly higher in macrophages than MNGCs or stroma. In contrast, other macrophage-associated genes, including *Lgals3, and Gpnmb,* were significantly higher in MNGCs compared to macrophages or stroma. 

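*Cd14* (ENSMUSG00000051439, chromosome 18 from 36725074 to 36726736) had 9558 ± 3108 normalized counts in macrophages, 1132 ± 566 in MNGCs and 424 ± 253 in stroma. The log2 FC was -3.08 between MNGCs and macrophages (standard error 0.49, adjusted p = 0.00406) and 4.49 between macrophages and stroma (standard error 0.52, adjusted p = 0.000952), with no overlap between samples. Without stroma replicate 1, which held 802 normalized counts, *Cd14* was also higher in MNGCs than in stroma (adjusted p = 0.0426, and between 0.039 and 0.36 across the alternatives). *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had 1193 ± 745 in macrophages, 198 ± 202 in MNGCs and 136 ± 160.3 in stroma, and the last 2 means were 105 and 58.3 without replicate 4 of each. It did not reach an adjusted p under 0.05 for MNGCs against macrophages (log2 FC -2.62, standard error 1.32, adjusted p = 0.199, and between 0.0152 and 0.411 across the alternatives) or for macrophages against stroma (log2 FC 3.09, standard error 1.34, adjusted p = 0.165, and between 0.0454 and 0.366), although macrophage samples did not overlap the others (exact p = 0.0286). *Tlr2* (ENSMUSG00000027995, chromosome 3 from 83836272 to 83841767) had 1811 ± 773 in macrophages, 618 ± 583 in MNGCs and 154 ± 127 in stroma, where the mean was 92.2 without replicate 4. Its adjusted p was 0.412 for MNGCs against macrophages (log2 FC -1.56) and 0.102 for macrophages against stroma (log2 FC 3.53, and adjusted p between 8.63e-07 and 0.213 across the alternatives). Without adjustment over genes, Tukey's post-test on normalized counts gave 0.0313 and 0.0232 for *Nos2* and 0.0365 and 0.00622 for *Tlr2* in these comparisons.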

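*Lgals3* (ENSMUSG00000050335, chromosome 14 from 47367751 to 47386160) had 120263 ± 74402 normalized counts in MNGCs, 12636 ± 8552 in macrophages and 4156 ± 2078 in stroma. It was higher in MNGCs than in macrophages (log2 FC 3.25, standard error 0.67, adjusted p = 0.0114) and than in stroma (log2 FC 4.85, standard error 0.73, adjusted p = 0.00457). *Gpnmb* had 7257 ± 4143 normalized counts in macrophages, and its log2 FC between MNGCs and macrophages was 4.83 (standard error 1.05, adjusted p = 0.0129), between 4.44 and 5.23 with 1 sample left out at a time. For both genes, every MNGC sample exceeded every macrophage and stroma sample (exact p = 0.0286). Of the 9 genes in Fig 3D, 5 were DEGs between MNGCs and macrophages, and 5 when adjusted over the list alone. Against stroma, these numbers were 5 and 6 for MNGCs and 2 and 6 for macrophages. Of the 9 genes, 6 did not overlap between MNGCs and macrophages, where chance gives 2.86% of genes. The study showed these genes from the same samples, so the numbers adjusted over the list alone are not independent evidence. *Arg1*, also in Fig 3D, had 1176 ± 1791 in macrophages, and 287 without replicate 3. *Cd163* was at the floor in MNGCs and at least 113-fold higher in macrophages (adjusted p = 0.0131). From the expression of *Adgre1* and *Cd68* above stroma, with differences in other macrophage genes, the paper concludes that the isolated cells and the MNGCs are macrophages.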

Overall, these data confirm the macrophage identity of the F4/80 immuno-isolated cells and MNGCs.

**Fig 3:**
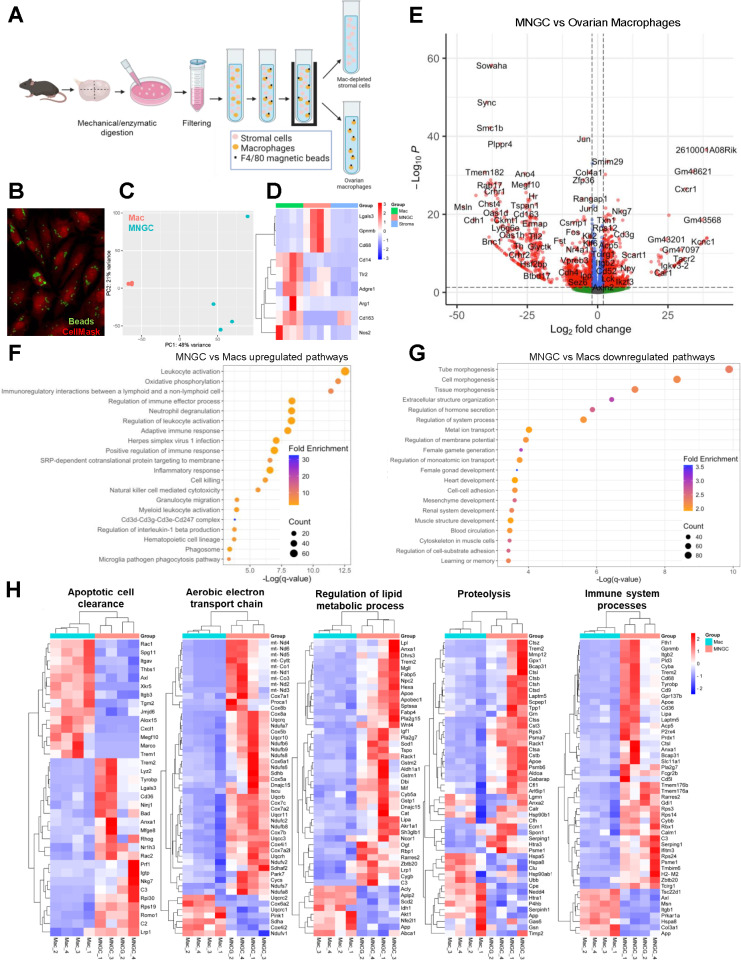
Comparison of ovarian MNGCs and primary ovarian macrophages. (A) Schematic of isolation procedure for ovarian macrophages by immunomagnetic pull-down. (B) Confirmation of macrophage identity of F4/80-pull down cells by phagocytic capacity. (C) Principal component analysis (PCA) of primary ovarian macrophage (Mac) and MNGC transcriptomes. (D) Expression profiles of macrophage marker genes in primary macrophages, MNGCs, and non-MNGC stromal samples. (E) Volcano plot of differentially expressed genes (DEGs) between MNGCs and primary ovarian macrophages (p < 0.05 and Log_2_FC≥2). (F) Pathway analysis of upregulated DEGs in MNGCs compared to primary macrophages. (G) Pathway analysis of downregulated DEGs in MNGCs compared to primary macrophages. (H) Heat maps of MNGC vs. primary macrophage DEGs for select biological processes. Transcriptomic analysis was performed on 4 biological replicates for each sample type. Panel 3A was created in BioRender. Lab, D. (2025) https://BioRender.com/x0ry468. The data underlying the graphs can be accessed at https://doi.org/10.5061/dryad.kh18932j4.

Transcriptomic analysis identified 5,436 differentially expressed genes (DEGs, p ≤ 0.05) between ovarian macrophages and MNGCs, of which 1,239 were upregulated and 1,390 were downregulated at a log_2_ fold-change (FC) ≥ 2 (Fig 3E). 

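Between MNGCs and macrophages, 2430 of 16753 genes were DEGs, 1159 with higher and 1271 with lower expression in MNGCs. At a log2 FC of 2 or more, 525 were upregulated and 697 downregulated. Of the alternatives set in advance, DESeq2 on the 8 MNGC and macrophage samples moved the number most, to 6008. With 1 sample left out at a time, the number was between 1127 (without macrophage replicate 4) and 2183, and without macrophage replicates 1, 2 and 3 it was 1389, 1482 and 1303. Without any filter on low counts it was 1407. With upper quartile scaling, 1370 of 2461 DEGs had higher and 1091 lower expression in MNGCs. Among the 1000 genes with the highest mean normalized counts over all samples, the 3 DEGs with the largest increase were *Fabp4*, *Mmp12* and *mt-Nd6*. *Fabp4* (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) had 33715 ± 16842 normalized counts in MNGCs and 223 ± 149.6 in macrophages (log2 FC 7.24, standard error 0.74, adjusted p = 0.000796). *Mmp12* (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) had 78034 ± 59852 in MNGCs (51423 without replicate 3) and 1730.3 ± 1137 in macrophages (log2 FC 5.50, standard error 1.16, adjusted p = 0.0118). For *mt-Nd6*, which belongs to the mitochondrially encoded genes that were low in every macrophage sample, the log2 FC was 5.05 (standard error 0.98, adjusted p = 0.00909). Its macrophage mean of 592 ± 728 was 237 without replicate 2. The 3 with the largest decrease were *Fosb* (-9.01, adjusted p = 0.0172), *Fos* (-8.76, adjusted p = 0.00482) and *Csrnp1* (-8.59, adjusted p = 0.0034). *Fos* (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) had 259155 ± 50706 in macrophages and 601 ± 511 in MNGCs. In MNGCs, the mean of *Fosb* was 44.5 ± 88.9 and came from replicate 4 alone, and that of *Csrnp1* was 39.8 ± 65.5 and 7.28 without replicate 3. For all 6 genes, MNGC and macrophage samples did not overlap (exact p = 0.0286).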

GO analysis of genes upregulated in MNGCs indicated substantial enrichment for immune-related processes such as “leukocyte activation,” “adaptive immune response,” and “inflammatory response”, among others (Fig 3F). 

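A list of 15 macrophage marker genes had a median log2 FC of 1.19 between MNGCs and macrophages (adjusted p = 4.52e-05, camera), with 5 DEGs higher and 1 lower in MNGCs. With an estimated correlation between genes, the adjusted p was 0.215. The list held 1.37% to 4.12% of counts in MNGC samples. Its share in macrophage samples (0.223% to 0.735%) overlapped that in stroma samples (0.140% to 0.326%). Between macrophages and stroma its median was 1.29 (adjusted p = 0.00027, camera), with 3 DEGs, all higher in macrophages. All 15 of these genes had at least 10 counts in every stroma sample, 2 are on another list and 6 are shown in the figures of the study. The MHC class II list had a median of 1.12 (adjusted p = 0.00296), with 1 DEG, and was not significant with fry (adjusted p = 0.0764). Without MNGC replicate 4, that median was 0.35. Other splits of the 8 samples into 4 and 4 gave a camera p as small for the MHC class II list in 15 of 35 cases, the real split included. *H2-Ab1* (ENSMUSG00000073421, chromosome 17 from 34263209 to 34269418) had 60759 ± 49844 normalized counts in MNGCs and 30175 ± 10044 in macrophages (log2 FC 0.98, standard error 0.51, adjusted p = 0.216), and its MNGC mean was 37086 without replicate 4.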

“Oxidative phosphorylation” and “phagosome” GO terms were also enriched. 

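The 90 tested oxidative phosphorylation genes encoded in the nucleus had a median log2 FC of 1.21 between MNGCs and macrophages (adjusted p = 3.45e-21, camera), with 49 DEGs higher and 4 lower in MNGCs. The 12 mitochondrially encoded genes had a median of 4.53 (adjusted p = 8.94e-13), with 11 DEGs higher, and 6.42 without macrophage replicate 2. Lysosome genes had a median of 0.74 (adjusted p = 5.23e-11), with 19 higher and 1 lower. With fry these 3 lists kept an adjusted p under 0.05, and with an estimated correlation between genes none did (adjusted p = 0.14, 0.128 and 0.169). Random lists matched on transcript length and mean count had medians between 0.27 and 0.92 for the nuclear list, between -0.09 and 1.55 for the mitochondrially encoded list and between -0.46 and 0.13 for the lysosome list (middle 95% of 10000 lists). Of the 35 splits of the 8 samples into 4 and 4, 2, 3 and 13 gave a camera p as small for the nuclear, mitochondrially encoded and lysosome lists. *mt-Co1* (ENSMUSG00000064351, chromosome MT from 5328 to 6872) had 214383 ± 132437 normalized counts in MNGCs and 8086 ± 12418 in macrophages (log2 FC 4.69, standard error 1.12, adjusted p = 0.018). Its macrophage mean was 1901 without replicate 2, and its adjusted p was above 0.05 in 2 of 18 alternatives, among them those that each left out 1 of macrophage replicates 3 and 4 (0.0553 to 0.0587), and between 3.06e-05 and 0.0587 over all of them.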

Processes identified from DEGs that were downregulated in MNGCs compared to macrophages were enriched in GO terms relating to morphogenesis and development and were driven by genes related to development such as *Notch1*, *Foxc1* and *Wnt7b* (Fig 3G). These results may be indicative of decreased phenotypic plasticity of MNGCs compared to macrophages.

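*Notch1* (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) had 1886 ± 822 normalized counts in macrophages, 359 ± 226 in MNGCs and 179.5 ± 179.9 in stroma, where the mean was 99.0 without replicate 1. It was not a DEG between MNGCs and macrophages (log2 FC -2.41, standard error 0.89, adjusted p = 0.087, and adjusted p between 0.000413 and 0.197 across the alternatives). *Foxc1* (ENSMUSG00000050295, chromosome 13 from 31806633 to 31812476) had 1237 ± 506 in macrophages and 123 ± 96.7 in MNGCs (log2 FC -3.35, standard error 0.98, adjusted p = 0.0406). The adjusted p of *Foxc1* was above 0.05 in 11 of 18 alternatives, among them those that each left out 1 of macrophage replicates 1, 2, 3 and 4 and MNGC replicates 2, 3 and 4 (0.0525 to 0.1), and between 0.00171 and 0.1 over all of them. *Wnt7b* (ENSMUSG00000022382, chromosome 15 from 85535437 to 85582473) had 178 ± 145 in macrophages, and 115 without replicate 3. It had no count in any MNGC sample, so it was at least 55.7-fold lower in MNGCs (adjusted p = 0.0322). The adjusted p of *Wnt7b* was above 0.05 in each of the 8 fits that left out 1 sample (0.0544 to 0.0709), and between 2.16e-10 and 0.0709 over all alternatives. For all 3 genes, every macrophage sample was above every MNGC sample (exact p = 0.0286). Marker lists of endothelial, granulosa and surface epithelium cells were higher in macrophage samples than in MNGC samples as well (adjusted p of at most 0.000763, camera).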

Heatmaps displaying relative expression of genes within biological processes supported by both biased and non-biased pathway analysis further highlighted distinct differences in functionality between MNGCs and ovarian macrophages (Fig 3H). 

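The 5 groups of genes read from Fig 3H were compared between MNGCs and macrophages. The median log2 FC was 1.15 for 33 apoptotic cell clearance genes (adjusted p = 0.00205, camera), with 15 DEGs higher and 8 lower in MNGCs. For 50 electron transport genes it was 1.39 (adjusted p = 4.5e-18), with 31 higher and 3 lower. The 47 lipid metabolism genes had a median of 1.42 (adjusted p = 3.98e-15), with 30 higher and 4 lower, and the 50 proteolysis genes one of 0.83 (adjusted p = 1.11e-06), with 18 higher and 4 lower. The 50 immune genes had a median of 1.79 (adjusted p = 4.5e-18), with 35 higher and 7 lower. With an estimated correlation between genes, the lipid and immune groups kept an adjusted p under 0.05 (0.0269 for each) and the other 3 did not. For the 49 genes of Fig 2C, the median was 2.23 (adjusted p = 1.81e-27, and 0.0269 with the estimated correlation), with 32 DEGs higher. The study selected all of these genes for these samples, so their enrichment is not independent evidence. With 1 sample left out at a time, the medians were between 0.87 and 1.29, 1.15 and 1.51, 1.26 and 1.52, 0.60 and 0.91, and 1.62 and 1.90 in the order given.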

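The same gene lists were compared between MNGCs and stroma, which were both captured by LCM at the same age. Between these types, 610 genes were DEGs, 383 with higher and 227 with lower expression in MNGCs, and 288 without stroma replicate 3. The median log2 FC of the Fig 3H groups was 2.08 for immune genes (adjusted p = 5.14e-34, camera), 0.89 for apoptotic cell clearance (9.59e-11) and 0.63 for proteolysis (1.83e-12). It was 0.31 for lipid metabolism (2.68e-08), and 0.18 without MNGC replicate 1. It was -0.20 for electron transport (0.0547), and between -0.34 (without MNGC replicate 1) and -0.05 (without stroma replicate 2) with 1 sample left out, with -0.32 without stroma replicate 4. The Fig 2C genes had a median of 2.00 (6.47e-31). With the estimated correlation, the immune group (0.0233), the apoptotic cell clearance group (0.0377) and the Fig 2C genes (0.0377) kept an adjusted p under 0.05. *Atp6v0d2* (ENSMUSG00000028238, chromosome 4 from 19876841 to 19922605), which encodes a subunit of the proton pump that acidifies lysosomes, had 20833 ± 16306 normalized counts in MNGCs and 433 ± 412 in stroma (log2 FC 5.56, standard error 1.07, adjusted p = 0.0169). Without stroma replicate 4 its stroma mean was 259, and its adjusted p was above 0.05 in 2 of 18 alternatives, among them the fit without stroma replicate 3 (0.0558), and between 6.77e-08 and 0.0671 over all of them. Of 1159 genes higher in MNGCs than in macrophages, 175 were also DEGs and higher in MNGCs against stroma, and both comparisons share the MNGC samples. From the match between pathways enriched against macrophages and pathways of the genes with the highest expression, the paper concludes that its findings do not rest on the comparison with macrophages.

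**Figure D3:**
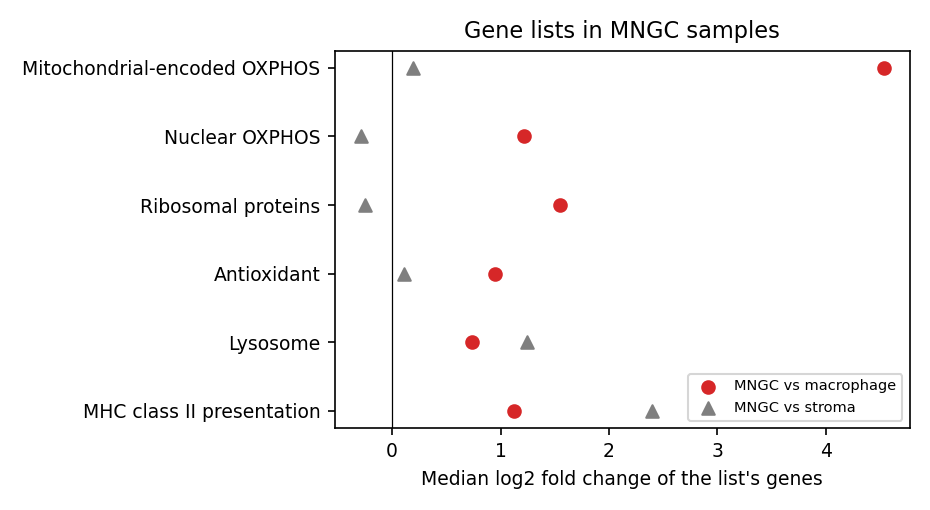
Median log2 FC of 6 gene lists between MNGCs and macrophages and between MNGCs and stroma. The nuclear oxidative phosphorylation list lies at 1.21 against macrophages and at -0.29 against stroma, and the lysosome list at 0.74 and 1.24. No scaling tried changed the sign of these medians.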

Biological pathways enriched in MNGCs compared to macrophages were aligned with those identified by top expressed MNGC genes (Fig 2D), indicating that these findings are not reliant on the comparison to or the expression profile of ovarian macrophages. Furthermore, these pathways agree with known functions of non-ovarian MNGCs. In other tissues, MNGCs play major roles in phagocytosis, degradation, and immune signaling, though their specific roles differ depending on their context [15]. Recent transcriptomic analyses indicated foreign body giant cells (FBGCs) have increased expression of genes related to lipid and glucose metabolism and extracellular matrix degradation compared to other immune and non-immune cell types [27], whereas MNGCs of sarcoidosis are enriched for lysosomal and phagosome processes [26]. In *in vitro*-derived MNGCs, processes such as fatty acid and cholesterol metabolism, lysosome, and iron transport are upregulated during multinucleation [24,46]. The enrichment of pathways involved in degradation in ovarian and non-ovarian MNGCs indicate this is likely a conserved function of all MNGCs. Furthermore, the appearance of MNGCs in the aging ovary may indicate that aging results in disruption of the debris clearance mechanisms in the ovary, a highly dynamic organ that undergoes cyclic cell proliferation and death each estrous/menstrual cycle. Increased degradative function likely requires increased energy production, as is the case in osteoclasts in which increased ATP-generation by oxidative phosphorylation is vital for survival and bone degradation activity [47,48]. 

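The 22 genes of the antioxidant list, all of which had at least 10 counts in every sample of all 3 types, had a median log2 FC of 0.95 between MNGCs and macrophages (adjusted p = 7.59e-06, camera), with 7 DEGs, all higher in MNGCs. The median was 0.48 without MNGC replicate 1, and the adjusted p was 0.169 with an estimated correlation between genes. A camera p as small was found in 10 of the 35 splits of the 8 samples. Compared with stroma, the median of MNGCs was 0.11 (adjusted p = 0.473), -0.15 without MNGC replicate 1 and 0.30 without MNGC replicate 2. *Prdx1* (ENSMUSG00000028691, chromosome 4 from 116685544 to 116700822) had 78199.7 ± 47658 normalized counts in MNGCs, 17548 ± 8945 in macrophages and 36347 ± 14206 in stroma, with a log2 FC of 2.15 against macrophages (standard error 0.56, adjusted p = 0.0251, no overlap between samples). That adjusted p was above 0.05 in 4 of 18 alternatives, among them those that each left out 1 of macrophage replicates 3 and 4 and MNGC replicate 1 (0.0526 to 0.0736), and between 0.00148 and 0.0766 over all of them. *Sod1* (ENSMUSG00000022982, chromosome 16 from 90220754 to 90226329) had 4753 ± 2238 in MNGCs and 1524 ± 348 in macrophages (log2 FC 1.62, standard error 0.37, adjusted p = 0.0144). *Gpx3* had 96751 ± 39891 in MNGCs and 26112 ± 7696 in macrophages (log2 FC 1.87, standard error 0.70, adjusted p = 0.0897, and adjusted p between 0.000258 and 0.208 across the alternatives), and 81564 ± 92654 in stroma, where the mean was 36822 without replicate 1.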

Increased oxidative phosphorylation likely also explains the upregulation of antioxidant genes as a reflection of increased ROS production.

Ovarian macrophage populations have been recently defined utilizing RNA sequencing with single-cell and flow-cytometry based methods [4,8,9,18]. In most of these studies, macrophage number decreases or shows little change with age [4,8,9,18]. This decline in macrophage number may result from the transition and fusion of macrophages into MNGCs, which would result in an underestimate in the total ovarian macrophage population. Additionally, in these studies in which MNGCs are likely absent, comparison of young and old macrophages demonstrates minimal effect on their global transcriptome, irrespective of age. Therefore, MNGCs represent a distinct macrophage population that has not been effectively captured in existing studies to date.

### Ovarian MNGCs express CD4 and colocalize with CD3 + cells

To assess unique features of the ovarian MNGC and macrophage transcriptomes, we compared all protein coding genes between these groups. While 9827 genes were shared by both macrophage populations, ovarian macrophages expressed 3311 genes that were absent from the MNGC group, whereas MNGCs expressed 137 unique genes. 

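Of protein coding genes with at least 10 counts in all 4 samples of a type, 9828 met this minimum in both MNGCs and macrophages, 3403 in macrophages only and 130 in MNGCs only. In total, 13231 genes met it in macrophages. Of the 130 MNGC genes, 28, 26, 28 and 48 had at least 10 counts in 0, 1, 2 and 3 macrophage samples, and 5 had no count in any macrophage sample. As DEGs, 50 of the 130 were higher in MNGCs than in macrophages, and 55 also met the minimum in all stroma samples. Without MNGC replicate 1, 211 genes were in MNGCs only, and with 1 MNGC or macrophage sample left out at a time the number was between 97 and 211. Defined instead as a mean under 1 count in the other type, 9 genes were in MNGCs only and 536 in macrophages only.

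**Figure D4:**
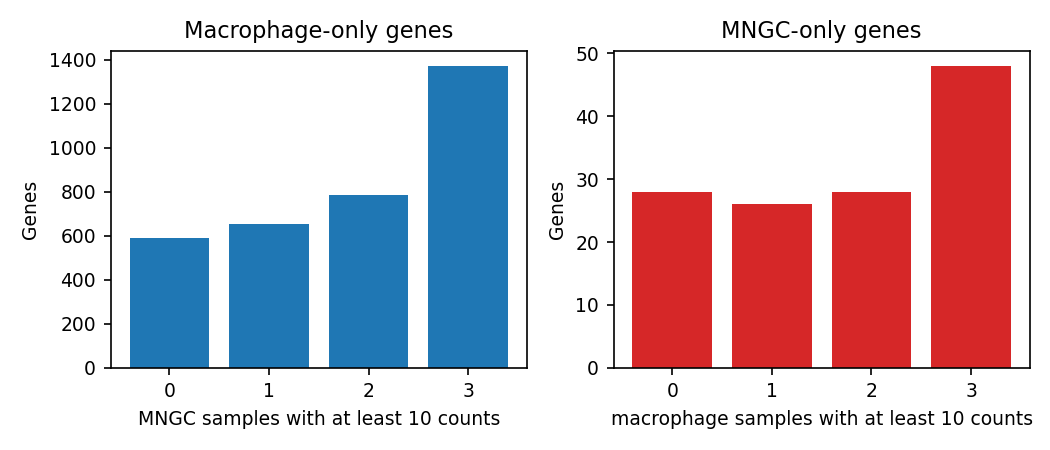
Number of genes that met the minimum of 10 counts in all 4 samples of one type only, by the number of samples of the other type with at least 10 counts, for 3403 macrophage genes and 130 MNGC genes. The bar for 3 samples holds 1373 macrophage genes and 48 MNGC genes.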

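Of the 3403 genes with at least 10 counts in every macrophage sample but not in every MNGC sample, 591, 652, 787 and 1373 reached 10 counts in 0, 1, 2 and 3 MNGC samples. No count was found in any MNGC sample for 439 of them. Tested as DEGs, 390 of the 3403 were lower in MNGCs than in macrophages. A total of 1101 also had at least 10 counts in every stroma sample. With all samples thinned to the same total counts, 3297 genes were in macrophages only and 143 in MNGCs only.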

GO analysis of the genes unique to ovarian macrophages indicated enrichment for pathways involved in cell cycle, development and morphogenesis, and cell migration processes (Fig 4A). 

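*Cd3d*, *Cd3e*, *Cd3g* and *Cd247* each had at least 10 counts in all 4 MNGC samples and fewer in at least 1 macrophage sample. *Cd247* (ENSMUSG00000005763, chromosome 1 from 165788681 to 165877277) had 435 ± 446 normalized counts in MNGCs (284 without replicate 4) and at most 11.8 in a macrophage sample (log2 FC 5.95, standard error 1.98, adjusted p = 0.0621 for MNGCs against macrophages). Across its alternatives this p was between 3.56e-07 and 0.154, and DESeq2 on 12 samples (0.00101), edgeR on 8 samples (0.0134) and DESeq2 on 8 samples called the gene. A list of 12 T-cell genes, 6 of which are shown in the figures of the study, had a median log2 FC of 8.12 between MNGCs and macrophages, or 7.25 with genes at the floor set to their bounds (adjusted p = 5.98e-09 with camera, 0.00264 with fry and 0.12 with an estimated correlation between genes). Of these genes, 9 were DEGs and higher in MNGCs. A camera p as small was found in 5 of the 35 splits of the 8 samples. Against stroma the median was 4.16 (adjusted p = 7.74e-07, 0.0083 and 0.0906 in the same order), and 0 of the 12 genes were DEGs. At least 10 counts were found for 8 of the 12 genes in every MNGC sample, for 2 in every macrophage sample and for 4 in every stroma sample.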

Pathway analysis of genes unique to MNGCs revealed enrichment for “Cd3d-Cd3g-Cd3e-Cd247 complex” and “cytokine-cytokine receptor interaction” (Fig 4B). 

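The 15 genes in Fig 4C were also the 15 with the highest mean normalized counts among the 130 genes in MNGCs only. The highest was *H2-M2* (ENSMUSG00000016283, chromosome 17 from 37480851 to 37483552), an MHC class Ib gene, with 11758 ± 10828 normalized counts in MNGCs, 6501 without replicate 4, and 83.5 ± 58.7 in macrophages (log2 FC 7.10, standard error 1.60, adjusted p = 0.0145). In stroma, only replicate 4 had counts of *H2-M2*. The adjusted p of *H2-M2* against macrophages was above 0.05 in 1 of 18 alternatives, among them the fit without macrophage replicate 4 (0.0506), and between 1.91e-09 and 0.0506 over all of them. *Sh2d2a* (ENSMUSG00000028071, chromosome 3 from 87846755 to 87855722) had 1343 ± 1424 in MNGCs and at most 6.52 in a macrophage sample (log2 FC 8.65, standard error 2.29, adjusted p = 0.0278), and this p was above 0.05 in 8 of 18 alternatives, among them those that each left out 1 of macrophage replicates 1, 2, 3 and 4 and MNGC replicates 2 and 4 (0.057 to 0.0787), and between 7.12e-08 and 0.106 over all of them. *Ctsw* (ENSMUSG00000024910, chromosome 19 from 5465240 to 5468498) had 1134 ± 553 in MNGCs and at most 27.4 in a macrophage sample (log2 FC 6.38, standard error 1.62, adjusted p = 0.0232), where the p was above 0.05 in 4 of 18 alternatives, among them those that each left out 1 of macrophage replicates 1 and 4 (0.0697 to 0.0738), and between 3.54e-10 and 0.0738 over all of them. For these 3 genes, all MNGC samples were above all macrophage samples (exact p = 0.0286). *Ms4a4b* was among the 15 as well, with 3263 ± 4003 in MNGCs and 1338 without replicate 4.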

Upon examination of the 15 unique MNGC genes with the highest expression, all CD3 complex components were present as well as genes involved in modulation of T-cell activity such as *Nkg7*, *Sh2d2a*, and *Ctsw* (Fig 4C). As CD3 is a T-cell co-receptor typically only expressed in T-cells, we examined expression of various T-cell markers between the MNGC, ovarian macrophages, and stroma samples (Fig 4D). 

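*Cd3d* (ENSMUSG00000032094, chromosome 9 from 44981786 to 44987339) had 1119.9 ± 737 normalized counts in MNGCs, at most 4.08 in a macrophage sample and 64.7 ± 90.9 in stroma, where the mean was 21.1 without replicate 4. The ratio of the means was 634 for MNGCs against macrophages (log2 FC 9.18, standard error 1.98, adjusted p = 0.0126) and 17.3 against stroma (log2 FC 4.04, standard error 1.55, adjusted p = 0.153). The macrophage mean of *Cd3d* in this ratio was 1.77, and 0.997 without macrophage replicate 3. *Cd3e* (ENSMUSG00000032093, chromosome 9 from 44998740 to 45009627) had 1071 ± 738 in MNGCs, at most 10 in a macrophage sample and 66.3 ± 59 in stroma. It was a DEG against macrophages (log2 FC 7.88, standard error 1.36, adjusted p = 0.00617) and not against stroma (log2 FC 3.97, standard error 1.13, adjusted p = 0.0734). *Trbc2* (ENSMUSG00000076498, chromosome 6 from 41546730 to 41548352), a T-cell receptor constant gene, had 1347 ± 898 in MNGCs, at most 7.34 in a macrophage sample and 167 ± 105 in stroma. The ratio was 487 against macrophages (log2 FC 8.81, standard error 1.21, adjusted p = 0.00227) and 8.05 against stroma (log2 FC 2.97, standard error 0.91, adjusted p = 0.0913). The macrophage mean of *Trbc2* was 2.77, and 1.24 without macrophage replicate 3. For all 3 genes, each MNGC sample was above each macrophage and stroma sample (exact p = 0.0286 for each comparison). Across the alternatives, the adjusted p against stroma was between 0.032 and 0.292 for *Cd3d*, between 0.000124 and 0.154 for *Cd3e* and between 0.0006 and 0.259 for *Trbc2*. Tukey's post-test on normalized counts of each gene alone, which makes no adjustment over genes, gave 0.0172, 0.0219 and 0.0267 against stroma.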

MNGC samples had significantly higher expression of *Cd3d*, *Cd3e*, and *Trbc2* compared to stroma and macrophage samples, with increases ranging between 8–633-fold enrichment. The other CD3 complex member *Cd3g* (p = 0.08-0.11), the cytotoxic T-cell marker *Cd8a* (p = 1.12-0.13), the helper T-cell marker *Cd4* (p = 0.17-0.2), and other TCR constant chain genes (p = 0.052-0.25) showed increased expression in MNGC samples compared to normal macrophage and stromal samples albeit not significant.

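*Cd3g* (ENSMUSG00000002033, chromosome 9 from 44969572 to 44980431) had 2298 ± 2209 normalized counts in MNGCs (1332 without replicate 4), at most 10.6 in a macrophage sample and 228 ± 184 in stroma. It was a DEG between MNGCs and macrophages (log2 FC 9.30, standard error 1.51, adjusted p = 0.0045) and not between MNGCs and stroma (log2 FC 3.30, standard error 1.13, adjusted p = 0.119, and adjusted p between 0.00655 and 0.401 across the alternatives). *Cd8a* (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) had 460.4 ± 497 in MNGCs, 229 without replicate 4, at most 8.97 in a macrophage sample and 16.4 ± 30.9 in stroma, 0.996 without replicate 3 (log2 FC 6.95, standard error 2.37, adjusted p = 0.0668 against macrophages). For *Cd8a* against macrophages, DESeq2 on 12 samples (0.00213), edgeR on 8 samples (0.0247) and DESeq2 on 8 samples (1.14e-05) gave an adjusted p under 0.05, in a range up to 0.15. *Trac* had 1436 ± 1736 in MNGCs, 580 without replicate 4, and 69.6 ± 139 in stroma, where only replicate 4 had counts. Against stroma its adjusted p was 0.237, and between 0.00614 and 0.493 over the alternatives, with the lowest value in the fit without that sample, which left 0 counts in stroma. *Trbc1* had 1412 ± 2172 in MNGCs, 326 without replicate 4 (log2 FC 9.87, standard error 2.07, adjusted p = 0.0117 against macrophages). In this comparison, DESeq2 gave no adjusted p for *Trbc1* on 12 samples or on 8. The gamma chain genes *Tcrg-C1* and *Tcrg-C2* were at the floor in macrophages and at least 122-fold and 229-fold higher in MNGCs (adjusted p = 0.0301 and 0.0295). Their MNGC means of 331 ± 278 and 621 ± 498 were 204 and 405 without replicate 2. For *Tcrg-C1* the adjusted p was above 0.05 in 7 of 17 alternatives, among them those that each left out 1 of macrophage replicates 1, 2, 3 and 4 and MNGC replicate 2 (0.0519 to 0.0888), and between 4.2e-12 and 0.0888 over all of them. For *Tcrg-C2* it was above 0.05 in 6 of 17 alternatives, among them those that each left out 1 of macrophage replicates 1, 2, 3 and 4 and MNGC replicates 2 and 4 (0.051 to 0.0719), and between 5.14e-20 and 0.0719 over all of them. Against stroma the adjusted p of *Tcrg-C2* was 0.229 and between 0.0278 and 0.365 over the alternatives, and here too the lowest value came from the fit without stroma replicate 4, the only stroma sample with counts. *Tcrg-C4* did not pass the filter on low counts, and its MNGC mean of 213 ± 294 was 74.2 without replicate 2. Of the 10 genes of Fig 4D that were tested, 7 were DEGs between MNGCs and macrophages, and 10 when adjusted over the list alone. For MNGCs against stroma these numbers were 1 and 6, and for macrophages against stroma 3 and 7. The study showed these genes from the same samples, so the numbers over the list are not independent evidence.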

**Fig 4:**
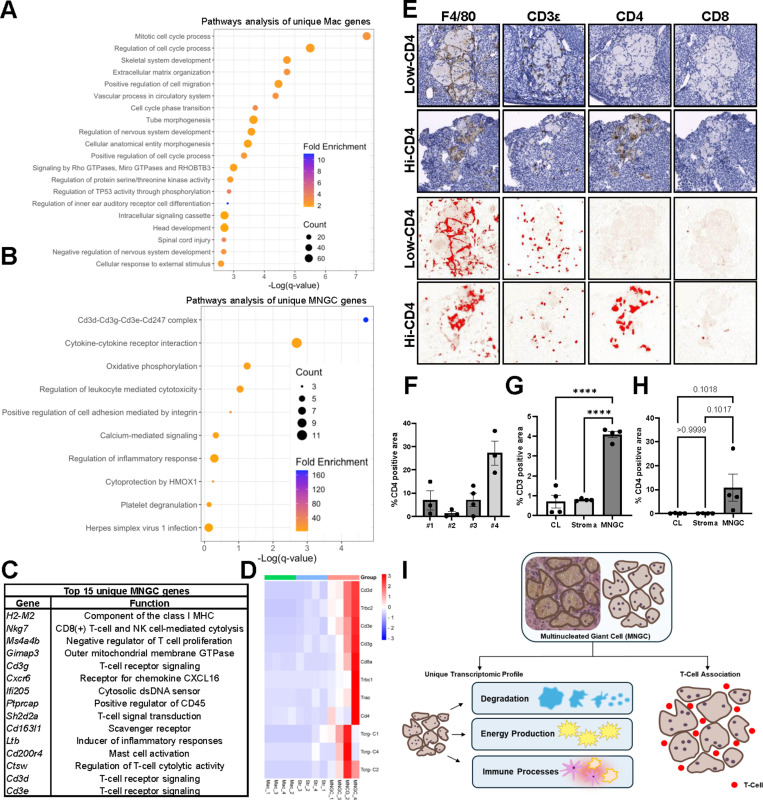
Assessment of gene signatures unique to MNGCs. (A) Pathway analysis of genes unique to ovarian macrophages from young mice. (B) Pathway analysis of genes unique to ovarian MNGCs. (C) Top 15 expressed unique MNGCs genes. (D) Heat map of expression profiles of T-cell marker genes. (E) Immunohistochemical analysis of macrophage (F4/80) and T-cell (CD3ε, CD4, CD8a) marker protein expression in ovarian MNGCs. Bottom two panels show positive area (red) after DAB deconvolution and thresholding. (F) CD4 positive area of MNGCs from 3-4 individual MNGCs in four biological samples (#1-4). Quantification of CD3ε (G) and CD4 (H) positivity of MNGCs, stroma, and corpora lutea. (I) A schematic overview of our findings on ovarian MNGC functionality and interaction with T-cell populations. For F-H, data represents means ± SEM. For G and H, data were analyzed by one-way ANOVA with Tukey’s multiple comparison post-test (****, p < 0.0001). All transcriptomic and histological analyses were performed on 4 biological replicates. The data underlying the graphs can be accessed at https://doi.org/10.5061/dryad.kh18932j4.

To further understand why T-cell specific markers were detected in the transcriptome of MNGCs, we immunolocalized CD3ε, CD4, and CD8 in ovaries from 12m old animals via IHC (Fig 4E). While all MNGCs examined stained positive for F4/80, confirming their identity as macrophages, CD3 positive cells were consistently found to be intercalated within regions of MNGCs. These cells were outside of shared cytoplasmic regions, indicating that they likely are not fused or inside MNGCs, but rather in between the 3D interconnected cytoplasmic network (Fig 1G and 1H). Serial sections in which CD4 and CD8 were immunolocalized did not demonstrate a similar punctate staining pattern as CD3ε, indicating the majority of the MNGC-associated CD3 + cells are likely CD4 and CD8 negative T-cells (double negative T-cells; dnT). dnT cells increase with age in the ovary and can originate from thymocyte double negative precursors or downregulation of CD4 or CD8 in peripheral T-cells [8,18,49–51]. While dnTs have both innate and adaptive immune capabilities [52], their consequence in the aged ovary is unknown.

Although CD3 + cells closely associate with MNGCs, a portion of the F4/80 + regions of MNGCs also exhibited CD4 immunoreactivity, indicating that MNGCs can express this T-cell co-receptor (Fig 4E). CD4 positive MNGC regions were highly variable between animals and between different MNGCs within the same animal (Fig 4F), with CD4 positivity of MNGCs ranging from 0.1% to 36.7%. To determine if MNGCs showed an enrichment of T-cell markers compared to other ovarian structures, the positive signals for CD3ε and CD4 were quantified in ROIs of MNGCs, corpora lutea, and non-MNGC regions of stroma. CD3ε immunoreactivity was significantly enriched in MNGCs compared to other ovarian structures, with a 5.0 and 5.9-fold enrichment compared to regions of stroma and corpora lutea, respectively (Figs 4G and S2A). MNGCs demonstrated a non-significant (p = 0.10) increase in CD4 immunoreactivity compared to other ovarian compartments (Figs 4H and S2B). Thus, MNGCs represent regions in which T-cells and T-cell markers display enrichment compared to the broader ovarian microenvironment.

To further explore cell-to-cell interactions between MNGCs and T-cells, we utilized a previously established single-cell RNAseq dataset of mouse ovarian aging [18]. While large MNGCs are excluded from single-cell data sets, we routinely observed autofluorescent MNGCs in aged ovaries that were <40 µm (S3A Fig) and that would be capable of passing through single-cell flow cells. As *Gpnmb* expression is a conserved marker of different MNGC populations [26,27], we utilized *Gpnmb* positivity as an indicator of MNGC-like cells. *Gpnmb* was only expressed by a small fraction of the macrophage subcluster (S3B and S3C Fig) that were present in both young (3 m) and old (9m) animals (S3D Fig), supporting that MNGC-like cells are represented in this fraction. CellChat [53] analysis of interactions between *Gpnmb*(+) macrophages and immune subclusters indicated high levels of self-signaling, moderate interactions with Type I and Type II lymphoid cells, and lower levels of interaction with CD4 + cells and CD45-negative immune like cells (subcluster A) (S3E Fig). MNGC-like cell interaction with both lymphoid populations showed higher weights of outgoing signals compared to incoming signals, suggesting that MNGCs may modulate lymphoid cell behavior to a greater degree than lymphocytes modulate MNGC activity. Of note, many of the cells included in both lymphoid subclusters contained CD4-CD8- cells [18], further supporting the observed association of dnT cells with MNGCs in the current study.

The close association of T-cells with MNGCs in this system shares similarities with giant cells of granulomas, in which various immune cell types are present. T-cells are implicated in granuloma formation with T-cell deficient animal models exhibiting abrogated granuloma formation [54–56]. Furthermore, cytokines produced by T-cells such as RANKL and IL-4 can induce macrophage fusion [24]. However, the role of T-cells in MNGC formation does not appear to be critical as T-cell deficiency has little effect on foreign giant cell formation *in vivo* [57]. T-cell recruitment to MNGC-rich areas by MNGC chemokine secretion and their potential to act as antigen presenting cells may also drive the close association, as these immunoregulatory functions are well characterized in osteoclasts [15,58–60]. An immunoregulatory role of ovarian MNGCs is supported by their expression of CD4 and their enrichment for genes involved in adaptive immune signaling. Additionally, the tight co-localization of CD3 + cells and MNGCs suggests that MNGCs may be a product or driver of the age-associated T-cell infiltration to the ovary [8,18]. 

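*Cd4* (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) had 2793 ± 3489.9 normalized counts in MNGCs, 274 ± 147 in macrophages and 58.4 ± 61 in stroma. The 4 MNGC samples held 2322, 302, 686 and 7859.8 normalized counts of *Cd4*, while *Cd3e* was at 372, 1203, 658 and 2050.4 in the same order. With 4 samples, no correlation between the genes was computed. Without replicate 4 the MNGC mean of *Cd4* was 1103, and without stroma replicate 4 the stroma mean was 30.1. *Cd4* was a DEG between MNGCs and stroma (log2 FC 5.50, standard error 1.35, adjusted p = 0.0461), with all MNGC samples above all stroma samples, and not between MNGCs and macrophages (log2 FC 3.31, standard error 1.22, adjusted p = 0.0853). Against stroma, the adjusted p was above 0.05 in 9 of 18 alternatives, among them those that each left out 1 of MNGC replicates 1, 3 and 4 and stroma replicates 1 and 3 (0.0546 to 0.123), and between 7.53e-05 and 0.127 over all of them. Against macrophages it was between 0.00252 and 0.353, and under 0.05 with DESeq2 on 12 samples (0.0236), edgeR on 8 samples (0.0373) and DESeq2 on 8 samples (0.00252).

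**Figure D5:**
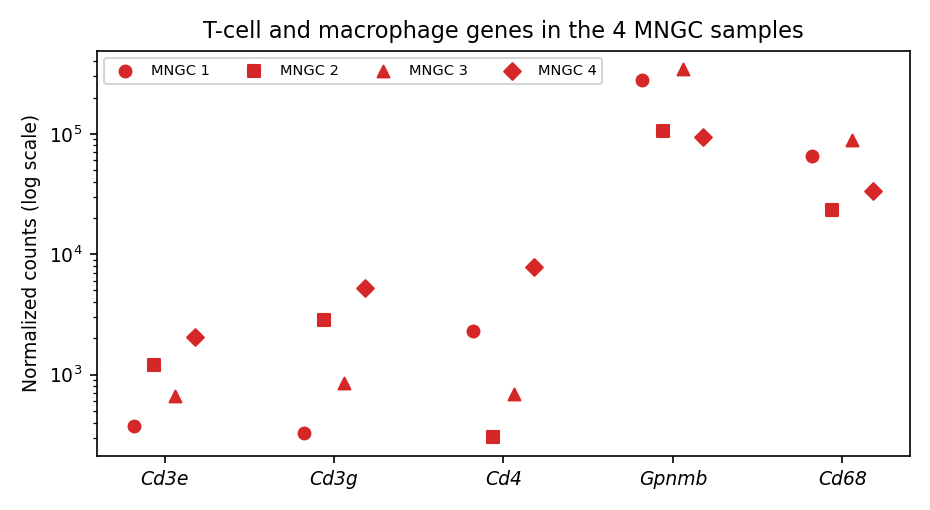
Normalized counts of *Cd3e*, *Cd3g*, *Cd4*, *Gpnmb* and *Cd68* in each of the 4 MNGC samples, on a log axis. *Cd4* is lowest in replicate 2 (302) and *Cd3e* is lowest in replicate 1 (372).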

In either case, while the infiltrating CD3 + cell signature is present in our MNGC transcriptomic data, it reveals the comprehensive signal of this broader age-associated immune cell complex. Additionally, pathway analysis after exclusion of genes with counts below that of the highest expressed T-cell specific gene *Nkg7*, further confirm degradation and unique immune functions can be attributed directly to MNGCs (S1 and S2 Tables).

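*Nkg7* (ENSMUSG00000004612, chromosome 7 from 43437073 to 43438249) had 5869 ± 6690.1 normalized counts in MNGCs and ranked 675 among protein coding genes. Its normalized counts were 2145, 5206, 634 and 15490.2 in MNGC replicates 1 to 4, and the mean was 2662 without replicate 4. In stroma it had 223 ± 233, and 110.1 without replicate 2 (log2 FC 4.69, standard error 1.06, adjusted p = 0.0338). The adjusted p against stroma was above 0.05 in 8 of 18 alternatives, among them those that each left out 1 of MNGC replicates 2 and 4 and stroma replicates 1, 3 and 4 (0.051 to 0.0803), and between 4.81e-05 and 0.0819 over all of them. Of the 1000 genes with the highest expression in MNGCs, 675 were at or above its mean, and this number was between 444 (without MNGC replicate 3) and 1000 (without MNGC replicate 4), with 473 without MNGC replicate 1. Of the 525 genes upregulated against macrophages at a log2 FC of 2 or more, 114 were at or above the mean of *Nkg7*, and between 88 and 171 with 1 sample left out. Above this mean remained 35 of 38 lysosome genes, 34 of 47 nuclear oxidative phosphorylation genes, 7 of 7 mitochondrially encoded genes, 5 of 6 MHC class II genes and 10 of 14 antioxidant genes of the first 1000. Of the upregulated genes, those that remained were 8 of 9 lysosome, 4 of 10 nuclear oxidative phosphorylation, 7 of 11 mitochondrially encoded, 1 of 1 MHC class II and 3 of 3 antioxidant genes. That 0 of 9 T-cell genes remained follows from the choice of *Nkg7* as the T-cell gene with the highest expression. From the pathways of the genes left after this filter, the paper concludes that degradation and immune functions belong to MNGCs themselves.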

Overall, this study provides the field with a rigorous blueprint by which MNGC biology can be specifically interrogated within all tissues. Moreover, we comprehensively identified a novel, age-associated ovarian MNGC molecular signature that supports their role in degradation and immune signaling, two high energy demanding functions (Fig 4I). Ovarian MNGCs share similarities with non-ovarian MNGCs, such as granuloma, foreign body response, and osteoclast giant cells, but also exhibit unique immune characteristics. Their unique immune signature and close association with T-cell populations indicates ovarian MNGCs likely play a role in the robust changes to the ovarian immune landscape with reproductive aging. Understanding why MNGCs arise within the aging ovary and how they impact the ovarian microenvironment and other cell types will be crucial to determining whether these cells are a driver or a consequence of ovarian aging.

## Methods

### Animals

All animals used in this study were C57BL/6J (transcriptomic analyses) and C57BL/6Hsd (histological analyses) and were acquired from the JAX aged colony (Jackson Laboratory, Bar Harbor, ME) or Envigo (Indianapolis, IN), respectively. Animals were maintained in accordance with the National Institutes of Health’s guidelines and housed in Northwestern University’s Center for Comparative Medicine barrier facility under constant light (14h light/10 hr dark), humidity, and temperature control, and offered food and water *ad libitum*. All animal experiments were approved by Northwestern University’s Institutional Animal Care and Use Committee. The animal protocol number is IS00025493, and Northwestern’s Animal Welfare Assurance number is A3283-01.

### Preparation of samples for histological analyses

For mouse samples, ovaries were collected from animals aged 8–10 wk, 9-10m (9m), 12-13m (12m), 15-19m (15m+), fixed in Modified Davidson’s (Electron Microscopy Sciences, Hatfield, PA, USA) and processed for histological analysis as previously described [6]. All mice were sampled while in diestrus to account for potential effects of ovarian cyclicity. Rhesus macaque (Macaca mulatta; nonhuman primate (NHP)) samples were generously provided by Dr. Mary Zelinski. NHP ovaries were fixed in 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO) for 24 hours at 4ºC, equilibrated in 4% sucrose (Sigma-Aldrich) for 24 hr at 4ºC, then stored in 70% ethanol prior to dehydration, embedding in paraffin, and sectioning at 5 µm.

### MNGC quantification

Slides were stained with Harris hematoxylin (EK industries , Joliet, IL) and imaged with an EVOS FL Auto Imaging system (Thermo Fisher Scientific, Waltham, MA) at 20X. To quantify the ovarian area occupied by MNGCs, the Trainable Weka Segmentation plugin in Fiji (NIH) was used to train the model on regions of the ovary with MNGCs identified by their multinucleation and brown pigmentation, regions of the ovary without MNGCs, and regions without ovarian tissue at all. The model was repeatedly trained until all areas were correctly segmented as validated by cross-referencing to an unsegmented hematoxylin-stained section. The percent MNGC area of an ovarian section was calculated as segmented MNGC area (red) out of total ovarian area (MNGC (red; Fig 1B) + non-MNGC ovary segments (green; Fig 1B)). For mouse samples, training and quantification was performed on three sections from different regions of the ovary that were at least 300 µm apart, with the average MNGC area per mouse reported. For NHP samples, one midsection per animal was assessed at each age for MNGC content.

### Ovarian clearing and multiphoton and confocal microscopy

Optical clearing was performed on 12m old C57BL/6Hsd ovaries using a MACS clearing kit (Miltenyi Biotec, Gaithersburg, MD) following the manufacturer’s protocol for clearing of mouse spleen, kidney, and liver samples. A multiphoton microscope with a Cousa air objective that allows for an ultra-long working distance was used [61]. Multiphoton images were acquired with a Nikon A1R MP system on a Nikon NiE upright stand equipped with gallium arsenide phosphide (GaAsP) detectors. A Coherent Chameleon Vision II laser was tuned to 850. The objective used was the 10x 0.5NA Cousa objective from Pacific Optica [61] (Santa Barbara, CA). Zstack images were acquired every 0.8 µm (Fig 1H) or 2.5 µm (Fig 1G). For scanning laser confocal microscopy (S3A Fig), a Leica TCS Sp5 confocal system with 40X oil objective (Leica Microsystems, Deerfield, IL) was utilized. 3D rendering was performed using Imaris 10.2.0 software. The blend volume mode was utilized, and channel opacity, min, and max were adjusted to capture only the autofluorescent structures.

### Laser capture microdissection of MNGCs

Ovaries from 18-20m old C57BL/6J mice were dissected and embedded in optimal cutting temperature (OCT) compound under RNAase-free conditions and stored at −80ºC. Fresh-frozen ovarian tissue was cryosectioned at 10 µm, adhered to nuclease-free PEN membrane slides (Carl Zeiss Microscopy, Jena, Germany), and stored at −80ºC. Tissue sections were fixed in 70% molecular grade ethanol for 3 min, transferred to RNase-free water to remove OCT, and then dehydrated by incubating in 70% and then 100% ethanol for 3 min each. Following dehydration, the slide was air dried and immediately used for laser capture microdissection (LCM) of MNGCs or non-MNGC stroma regions on a Zeiss PALM Laser Capture Microdissection System (Carl Zeiss Microscopy) using PALM RoboSoftware (Carl Zeiss Microscopy). All cuts were made while on a 20x objective, with a cut energy ranging between 48–54 and cut focus ranging between 62–69, an LPC energy of 25, and LPC focus of −3. Cuts were outlined using the RoboLPC setting and free-hand outlining tool. Once the region of interest was defined, tissue was captured into an AdhesiveCap 500 (Carl Zeiss Microscopy). Collection ceased after 40 min or when 250 µm^3^ of tissue had been collected. Collection tubes were snap frozen on dry ice and stored at −80°C until RNA isolation was performed.

### Ovarian macrophage isolation

Ovaries from 6-12wk C57BL/6J mice were used to eliminate the potential inclusion of smaller MNGCs or MNGC precursors, as well as negate any age-related effects on macrophage phenotype. Ovaries were cut into eighths and digested in Leibowitz L15 media containing 1% fetal bovine serum (FBS; Gibco, Waltham, MA), 0.5% penicillin-streptomycin, 0.4 mg/ml Collagenase IV (205 units/mg; Gibco), 40 µg/ml Liberase DH (Sigma Aldrich), and 0.2 mg/ml DNase I (Sigma Aldrich) for 30 min. Tissue was pipetted to mechanically disrupt at 0, 15, and 30 min during digestion. After digestion, sterile FBS was added to the cells at a 10% volume, cells were filtered through a 40 µm cell strainer, centrifuged at 300 x g for 5 min, then resuspended in 1 ml EasySep buffer (STEMCELL Technologies , Cambridge, MA). Positive selection of macrophages was performed utilizing an EasySep Mouse F4/80 Positive Selection Kit (STEMCELL Technologies) following the manufacturer’s protocol. Immunoselected cells were immediately processed for RNA isolation or plated in Dulbecco’s Modified Eagle Medium (DMEM) with 10% FBS and 1% penicillin-streptomycin for subsequent assessment of functional activity.

### Phagocytosis assay

Cells isolated with immunomagnetic pull-down were plated on collagen (50 µg/ml; Corning, Corning, NY) coated coverslips overnight, incubated with fluorescent latex beads (1.0 µm; Sigma Aldrich) for 3 hrs, then washed extensively with PBS and fixed for 15 min with 4% paraformaldehyde. After three washes with PBS, coverslips were incubated with 1X HCS CellMask orange stain (Thermo Fisher Scientific) for 1hr, washed 3x with PBS, and mounted with Vectashield Plus Antifade Mounting Medium with DAPI (Vector Laboratories, Burlingame, CA). Cells were imaged with a Leica TCS Sp5 confocal system using 40X objective (Leica Microsystems, Deerfield, IL).

### RNA isolation and quality control

Total RNA was isolated from LCM-collected samples and primary macrophages using a RNeasy Micro Kit (Qiagen, Germantown, MD) following the manufacturer’s protocol for purification of total RNA from microdissection cryosections with on-column DNase digestion. For LCM-collected samples, 350 µl of RLT buffer containing β-Mercaptoethanol was added to the AdhesiveCap tube, vortexed for 30s, stored upside down for 30 min at room temperature, then centrifuged at 13,400 x g for 5 min. The samples were then moved to 1.5 ml RNase-free centrifuge tubes and immediately processed following the manufacturer’s protocol. All samples were eluted into 14 µl nuclease-free water and stored at −80ºC. RNA integrity was assessed using a 2,100 Bioanalyzer System (Agilent Technologies, Santa Clara, CA) with a Bioanalyzer RNA Pico chip (Agilent Technologies). For primary macrophages, RIN values were between 8 and 9, while for LCM-collected MNGC samples RIN values ranged from 6.9-8.2.

### Library generation, bulk RNA sequencing, and bioinformatics analysis

Cell content was used as direct input for full length cDNA synthesis using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio, San Jose, CA) according to manufacturer’s protocol. The resulting cDNA quantity and quality were measured by Qubit DNA HS assay and Agilent Bioanalyzer DNA HS chip, respectively. Only samples with high quality cDNA (average size above 800 bp) were used to generate sequencing libraries. 200 ng of cDNA was used as input for library preparation using Illumina Nextera XT DNA library preparation kit (Illumina, San Diego, CA) according to manufacturer’s protocol. Multiplexed libraries from all samples (LCM-collected and primary macrophages) were sequenced within a single flow cell on Novaseq X Plus at the Northwestern University NUSeq core facility. The read quality, in FASTQ format, was evaluated using FastQC. Reads were trimmed to remove Illumina adapters from the 3′ ends using cutadapt [62]. Trimmed reads were aligned to the *Mus musculus* genome (mm10) using STAR [63]. Read counts for each gene were calculated using htseq-count [64]  in conjunction with a gene annotation file for mm10 obtained from Ensembl (http://useast.ensembl.org/index.html). Normalization was performed using DESeq2 [65]. Differential expression analysis was performed using DESeq2 and the contrast argument of the results function was utilized to compare MNGCs to primary ovarian macrophages. Data were rlog transformed and PCA plots were generated using the plotPCA function. Volcano plots were generated using the EnhancedVolcano package in R and differentially expressed genes with adjusted p-values <0.05 and absolute log_2_ fold-change ≥2 were considered significant. All gene ontology analyses were performed using Metascape [66] with top expressed genes, unique genes, or differentially expressed genes with adjusted p-values <0.05 and absolute log_2_ fold-change ≥2. Dot plots were created using the ggplot2 package in R to visualize gene ontology pathways. Heatmaps were generated using SRPlot. Bioinformatic data utilized from Isola and colleagues 2024 [18] was generated and processed as described in the primary publication.

### RNAscope *in situ* hybridization and immunohistochemistry

*Gpnmb* transcripts were visualized on ovarian tissue sections using a RNAscope 2.5 HD Assay-RED kit (RNAscope Probe- Mm-Gpnmb, Cat#489511; Advanced Cell Diagnostics, Newark, CA) following the manufacturer’s protocol. For immunohistochemistry, tissue sections were deparaffinized in Citrosolv, rehydrated in graded ethanol dilutions (100, 95, 85, 70, and 50%) and then washed in deionized water. Antigen retrieval was carried out by incubation in 1X Reveal Decloaker (Biocare Medical, Concord, CA) in a steamer for 30 min. Endogenous peroxide activity was blocked by incubation with 3% hydrogen peroxide for 15 min, and endogenous avidin and biotin was blocked using and avidin/biotin blocking kit (Vector Laboratories). Slides were blocked in 3% bovine serum albumin (BSA, Sigma-Aldrich) and 10% goat serum (Vector Laboratories) for 1 hr at room temp, prior to overnight incubation with primary antibodies for F4/80 (1:50; Bio-Rad (Cat# MCA497), Hercules, CA), CD68 (1:500; Cell Signaling Technology (Cat#76437), Danvers, MA), GPNMB (1:500; Bioss Antibodies (Cat# BS-2684R), Woburn, MA), CD3ε (1:400; Cell Signaling Technology (Cat#78588)), CD4 (1:100; Cell Signaling Technology (Cat#25229)), or CD8α (1:50; Cell Signaling Technology (Cat#85336)) diluted in 3% BSA at 4ºC. Protein concentration-matched non-immune rabbit or rat IgG was used for negative controls. After primary antibody incubation, the sections were washed in TBS with 0.1% Tween 20 (Sigma-Aldrich) and incubated with a biotinylated anti-rabbit (1:200; Vector Laboratories (Cat# BA-1000)) or anti-rat (1:100; Vector Laboratories (Cat# BA-9401)) secondary antibody (Vector Laboratories) for 2 hr at room temperature. Signal amplification was performed with a Vectastain Elite ABC Kit (Vector Laboratories) and detection was performed with a 3,3′- diaminobenzidine (DAB) with the DAB Peroxidase (HRP) Substrate Kit (Vector Laboratories). Tissue sections were counterstained with Harris hematoxylin, dehydrated and mounted with Cytoseal XYL. Sections were imaged with an EVOS M7000 (Thermo Fisher Scientific) at 20X and percent positive CD4 or CD3ε area was determined as DAB positive area over the total area of an ROI that included area of MNGCs, CLs, or stroma. Two to three areas for each feature were assessed for each section, and sections from 4 animals were assessed for analyses.

### Statistical analysis and data accession

Statistical analysis was performed using GraphPad Prism 10.2 Software (Boston, MA) or R (RStudio, version 4.3.0). Statistical significance was determined by one-way ANOVA with post hoc Tukey’s multiple comparison test or simple linear regression with *P* values <0.05 considered significant. All data are expressed as the mean ± SEM and analysis was performed with samples from a minimum of four mice. Data used to generate figures is publicly available on the Dryad database [67]. The transcriptomic raw files and gene count files can be found at GEO Accession: GSE283393.

## Supporting information

S1 Fig Comparison of top 100 genes in native ovarian MNGCs and *in vitro*-derived osteoclasts, foreign body giant cells, and Langhans giant cells. A) Venn diagram of shared genes between ovarian MNGCs and *in vitro-*derived osteoclasts (Osteo), foreign body giant cells (FBGC), and Langhans giant cells (LGC). B) Gene list of the 15 genes that were conserved in the top 100 genes of all the MNGCs compared. Gene counts to determine top 100 genes for *in vitro–*derived MNGCs were obtained by datasets reported in Ahmadzadeh and colleagues 2023 [24].
(TIFF)

S2 Fig Ovarian localization of T-cell markers. A) Representative images of CD3ε immunolabeling in regions of corporal lutea (CL, i), stroma (Str, ii), and MNGCs (iii). B) CD4 immunolabeling in regions of corporal lutea (CL, i), stroma (Str, ii), and MNGCs (iii). The data underlying the graphs can be accessed at https://doi.org/10.5061/dryad.kh18932j4.
(TIF)

S3 Fig *Gpnmb*(+) macrophages display cell-to-cell interactions with Type I and Type II lymphoid cells. A) Z-stack of an < 40 µm MNGC. Scale = 50 µm. B) UMAP plot of age-combined ovarian immune subclusters (SCLs). C) *Gpnmb* expression mapped to immune cell SCLs. D) *Gpnmb* expression across immune SCLs from reproductively young (3 month) and old (9 months) ovaries. E) CellChat analysis of interaction between *Gpnmb*(+) macrophages and other immune SCLs. All analyses were derived from data reported by Isola and colleagues 2024 [18].
(TIF)

S1 Table Gene ontology analysis terms of top 1,000 (pre-filter) MNGC genes compared to terms after filtering to remove potential infiltrating T-cell signature (filtered).

S2 Table Gene ontology analysis terms of upregulated DEGS in MNGCs compared to normal ovarian macrophages after before (pre-filter) and after filtering (filtered) to remove potential infiltrating T-cell signature.

S1 Video Z-stack (inset) and 3D projection of autofluorescent MNGCs in an ovary from 12 m old C57BL/6 mouse (Biological sample 1). (MP4)

S2 Video Z-stack (inset) and 3D projection of autofluorescent MNGCs in an ovary from 12 m old C57BL/6 mouse (Biological sample 2). (MP4)

S3 Video Z-stack (inset) and 3D projection of autofluorescent MNGCs in an ovary from 12 m old C57BL/6 mouse (Biological sample 3). (MP4)

S4 Video 3D rendering of MNGC networks in a 12 m old C57BL/6 mouse (Biological sample 1). (MP4)

S5 Video 3D rendering of a large MNGC network in a 12 m old C57BL/6 mouse (Biological sample 1). (MP4)

S6 Video High-resolution Z-stack of an MNGC network in a 12 m C57BL/6 ovary. (AVI)

How the deposited data were processed for this re-analysis (not part of the article)

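RNA sequencing data from 12 mouse ovary samples were analysed, with 4 samples each of ovarian macrophages, MNGCs and stroma. MNGCs and stroma were captured by LCM from mice 18 to 20 months of age, and macrophages were isolated by digestion and F4/80 pull-down from mice 6 to 12 weeks of age. The authors trimmed reads with cutadapt, aligned them to mm10 with STAR and counted them per Ensembl gene with htseq-count. The values were whole numbers, without normalization, for 54232 genes, and 0 columns with values per sample were left unused. Of these genes, 54079 were found by identifier in the GENCODE annotation of mm10, 97.68% of them at the same position and 53045 with the same symbol. Gene types and positions were those deposited with the counts, by which 22055 of the genes are protein coding.

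Between 22782760 and 30857031 reads were counted on genes per sample. Replicates of a type had Spearman correlations across genes of 0.936 to 0.982 in macrophages, 0.784 to 0.843 in MNGCs and 0.806 to 0.9 in stroma. No pair of samples was close enough to be the same library counted again (smallest chi-squared per degree of freedom 45.4). Pairs of samples of different types with the same number in the sample titles had correlations between -0.0774 and 0.0684. With the numbers in the library names, these were -0.0774 to 0.0713. So no pairing by number was seen. The mice were of the same strain, so these values cannot exclude that samples of different types came from the same mouse.

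Groups were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its filter on low counts, a quasi-likelihood fit over all 12 samples and Benjamini-Hochberg adjustment over 16753 genes. The biological coefficient of variation was 0.981. A gene was counted as a DEG at an adjusted p under 0.05, and upregulated or downregulated genes also had an absolute log2 FC of 2 or more. Normalized counts of single genes, and the rlog values for principal components of the 500 most variable genes, came from DESeq2 1.42.0. Exact permutation tests over all splits of 4 samples against 4 were two-sided. Detection meant at least 10 counts, and the floor was 3 counts. Log2 CPM used a prior count of 2.

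Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry and with an estimated correlation beside it. The lists were nuclear and mitochondrially encoded oxidative phosphorylation, lysosome, MHC class II, antioxidant and ribosomal protein genes, transcripts retained in the nucleus, genes induced by dissociation, the groups of Figs 2C and 3H, and markers of T cells, gamma delta T cells, NK cells, B and plasma cells, granulocytes, macrophages, endothelial, mural, surface epithelium, granulosa, steroidogenic and oocyte cells and fibroblasts. Genes of Figs 2C and 3H were read from the figures by eye. Fisher's exact test compared lists with the 1000 genes of highest mean in MNGCs.

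The genes named were those the paper names, genes of the lists, and for each comparison the 3 DEGs with the largest absolute log2 FC in each direction among the 1000 genes with the highest mean over all samples. This rule, the lists, the groups and the alternatives were chosen before the data were examined. The transcript length of a gene was the median over its protein coding transcripts in GENCODE, or over all its transcripts where it had none. For each list tested, 10000 random lists matched on length and mean count were drawn.

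The alternatives replaced edgeR by DESeq2, used the 8 samples of a comparison instead of 12, used relative log expression or upper quartile scaling, changed or removed the filter, used protein coding genes only, added the replicate number as a block, used Tukey's post-test on normalized counts for the genes of Figs 3D and 4D, changed the detection rule, the transformation for principal components or the list test, and left out each sample in turn. All 35 splits of the 8 samples of a comparison into 4 and 4 were also fitted.

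The fits were tested on simulated counts for 16753 genes with the dispersions fitted by edgeR. In MNGC samples only, 100 genes had an absolute log2 FC of 4, 100 one of 2 and 50 a smaller increase. Calls were counted between MNGCs and macrophages. edgeR called 58% and 18% of these, and 2.56% of its 78 calls were unchanged genes. DESeq2 called 83% and 46%, and 47.7% of its 256 calls were unchanged genes. At a dispersion of 0.1, the shares called were 100% and 99% with edgeR and 100% and 100% with DESeq2, and 4.33% and 12.6% of calls were unchanged genes. The share of calls that are unchanged genes depends on how many genes were changed. Far more genes differed in the real comparison (2430 DEGs with edgeR), so these shares do not carry over to its calls.

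The paper's gene ontology enrichment was not repeated because no table of terms was used. Imaging, and sequencing data from other studies in the supporting figures, were not analysed here. The paper's methods name DESeq2, and for statistics in general a test across groups with Tukey's post-test. No test is named for the genes of Figs 3D and 4D, to which Tukey's post-test was applied here. Versions of the tools for trimming, alignment, counting and differential expression, and the strand setting of the counting, are not given in its text.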

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

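Of the tests in this part, only the reading of the steroidogenic list was chosen after its result was seen. In 83 groups of 4 values (genes of Figs 3D and 4D and shares of counts, by sample type), 12 had 1 sample far from the 3 others relative to the range of the group, where chance gives 4.15 for normally distributed values. In 4 of the 12 the 3 others had 0 counts, so that any count is set apart, and the chance value does not apply to them. The groups are not independent, since several come from the same sample.

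Of these, 5 came from stroma replicate 4. It held 278 normalized counts of *Trac*, 67.2 of *Tcrg-C2*, 64.2 of *Tcrg-C4* and 56.7 of *Arg1*, with 0 in each of the other stroma samples. Its immediate early share of 0.0370% stood above 0.0174% to 0.0198% in the others. Stroma replicate 3 held 62.7 of *Cd8a*, against 0 to 2.99. Stroma replicate 1 held 802 of *Cd14*, against 275 to 324. Stroma regions differ in the cells they hold, and replicate 4 was also the only stroma sample with high *Krt7* (5416) and *Zp3* (5038), markers of surface epithelium and oocytes. Which cells were captured may therefore have differed, and without stroma replicate 4 the median log2 FC of the surface epithelium list between MNGCs and stroma moved to 0.026. Low counts in single samples are an open technical explanation that was not tested.

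In macrophages, replicate 3 held 3842 normalized counts of *Arg1* (16.8 to 567 in the others), replicate 1 held 2299.99 of *Nos2* (675 to 901) and replicate 2 held 493 of *Cd4* (186 to 226). The mitochondrial share was 0.510% in replicate 2 and 0.00563% to 0.0681% in the others. The design gives no condition that differs within the type, so no biological explanation was tested. A difference between preparations of single samples stays open as well.

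In MNGC replicate 4, *Trbc1* was at 4668, against 228 to 426 in the others. This replicate also held most of *Cd4*, *Trac*, *Nkg7* and *H2-M2*. T cells in this sample alone were tested as the source of the T-cell signal of MNGCs, and the tables argue against it. With any 1 sample left out, the T-cell list stayed higher in MNGCs than in macrophages and stroma, at an adjusted p of at most 7.26e-05 from camera. With all samples and an estimated correlation between genes, the adjusted p of this list was 0.12 and 0.0906. MNGC replicates 1 to 3 held 372, 1203 and 658 normalized counts of *Cd3e*, against at most 10 in a macrophage sample. An uneven number of T cells in the captured regions stays open as the reason that replicate 4 stands out.

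The paper compares MNGCs with stroma for the genes of Figs 3D and 4D only. Outside these, 604 genes differed between MNGCs and stroma. Only 1 of the 35 splits of the 8 samples, the real one, gave as many DEGs as the 610 found in all, and the other splits gave at most 31. Age, capture and totals do not separate these types by design (22782760 to 27581088 counts in MNGCs and 26487738 to 28726986 in stroma). Among the 1000 genes with the highest mean, the largest increases were *Mmp12* (log2 FC 7.42, standard error 1.26, adjusted p = 0.00891), *Gpnmb* and *Atp6v0d2*, and the largest decreases were *Fosl2* (log2 FC -2.45, standard error 0.43, adjusted p = 0.0099), *Osr2* (log2 FC -2.39, standard error 0.51, adjusted p = 0.0256) and *Prss35* (log2 FC -2.38, standard error 0.48, adjusted p = 0.0214). In each of them, MNGC and stroma samples did not overlap. The adjusted p of *Fosl2* was above 0.05 in 1 of 18 alternatives, with the replicate number of the library name as a block (0.0548). The adjusted p of *Osr2* was above 0.05 in 7 of 18 alternatives, among them those that each left out 1 of MNGC replicates 3 and 4 and stroma replicates 2 and 3 (0.0555 to 0.0714), and between 0.000282 and 0.0779 over all of them, and that of *Prss35* above 0.05 in 5 of 18 alternatives, among them those that each left out 1 of MNGC replicates 3 and 4 and stroma replicate 3 (0.0541 to 0.0565), and between 0.000125 and 0.0729 over all of them. The stroma mean of *Prss35* was 25745 without replicate 2. Macrophage markers were higher (median log2 FC 2.27, adjusted p = 1.23e-20, and 0.057 with an estimated correlation), with 11 of 15 genes as DEGs. Steroidogenic genes had a median of -1.64 with 0 DEGs, and an adjusted p of 0.0374 with camera that was not kept with fry (0.211) or an estimated correlation (0.504). The capture of different cells in the regions, which the design intends, is the open explanation for these genes, and it was not tested beyond the marker lists.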

How the results depend on the processing

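All alternatives were set in advance. In each comparison of sample types, every gene called under an alternative and in the reported fit had the same direction. Numbers are DEGs, followed by those upregulated and downregulated at a log2 FC of 2 or more. For the changes that follow, the cause was not tested.

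Between MNGCs and macrophages (2430, 525 and 697), DESeq2 on 12 samples gave 4971, 1220 and 1378, and DESeq2 on 8 samples gave 6008, 1364 and 1960. No filter gave 1407, 307 and 401. A replicate block with the numbers of the library names gave 1353, 316 and 352, and one with the numbers of the titles 333 upregulated and 423 downregulated genes. Leaving out 1 sample gave 1127 to 2183, 251 to 477 and 374 to 726. With upper quartile scaling, the share of DEGs higher in MNGCs went from 47.7% to 55.7%. Relative log expression (2461) and upper quartile scaling (2461), edgeR on 8 samples (3000), a minimum of 10 counts in a group (2725), protein coding genes (2194) and the title block (1664) stayed within 1.5 times the reported number.

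Between MNGCs and stroma (610, 283 and 154), DESeq2 gave 2625, 860 and 834 on 12 samples and 1454, 580 and 304 on 8. edgeR on 8 samples gave 220, 143 and 37. Without a filter, 92 genes were downregulated. The replicate blocks gave 221, 143 and 27 (library names) and 237, 153 and 24 (titles). With 1 sample left out, the numbers were 288 to 584, 165 to 297 and 74 to 178.

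Between macrophages and stroma (1894, 477 and 380), DESeq2 gave 4000, 946 and 879 on 12 samples and 5443, 1399 and 1050 on 8. No filter gave 1222 DEGs and 242 downregulated genes, and the replicate block by library name 1195 and 246. With each sample left out in turn, they were 1077 to 2548, 365 to 1063 and 160 to 462, with the highest number without stroma replicate 4. With upper quartile scaling, the median log2 FC of all genes went from 0.046 to -0.135 and the share of DEGs higher in macrophages went from 47.9% to 37.3%.

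Of the Fig 3D genes, 3 were DEGs between MNGCs and stroma with the block and 3 with Tukey's post-test, and 4 between macrophages and stroma with DESeq2 and 4 with Tukey's post-test. The fits without 1 sample gave 5 to 5 (MNGCs and macrophages), 3 to 5 and 2 to 3. Of the Fig 4D genes, DESeq2 gave 5, the block 0 and Tukey's post-test 4 between MNGCs and stroma, and DESeq2 gave 7 and Tukey's post-test 0 between macrophages and stroma. Leaving out 1 sample gave 5 to 7, 0 to 3 and 2 to 3.

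Genes detected in all MNGC samples were between 9022 and 10770 across the detection rules, and 10102 to 10745 with 1 sample left out. Genes in MNGCs only numbered 9 with a mean under 1 count in macrophages and 433 with all gene types, and genes in macrophages only 536 with the first rule, in which the demand on the other type differs by construction. Without 1 sample they numbered 97 to 211 and 2697 to 3657, with 9831 to 10534 shared. The 50 highest genes held 43 to 48 Fig 2C genes.

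PC1 held 40.0% with all genes, 76.6% after the variance stabilizing transformation, 73.6% with log2 CPM and 49.0% with 12 samples, against 58.6%, and PC2 held 19.2%, 8.79%, 8.87% and 13.5%, against 16.0%.

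Between MNGCs and macrophages, the MHC class II list lost significance with fry (median log2 FC 1.12, adjusted p = 0.0764), and so did B and plasma cell markers (3.88, 0.0705). With an estimated correlation, significance was lost for MHC class II (1.12, 0.276), apoptotic cell clearance (1.15, 0.169), electron transport (1.39, 0.12), proteolysis (0.83, 0.169), mitochondrially encoded (4.53, 0.128), nuclear oxidative phosphorylation (1.21, 0.14), lysosome (0.74, 0.169), antioxidant (0.95, 0.169) and ribosomal protein genes (1.55, 0.128), transcripts retained in the nucleus (2.69, 0.0803) and markers of T cells (8.12, 0.12), gamma delta T cells (7.06, 0.169), NK cells (4.87, 0.142), B and plasma cells (3.88, 0.218), macrophages (1.19, 0.215) and surface epithelium (-8.11, 0.277), granulosa (-2.56, 0.169), endothelial (-1.41, 0.169), mural (-1.74, 0.14) and oocyte cells (-6.90, 0.297). Against stroma, only apoptotic cell clearance, immune and Fig 2C genes kept it. Leaving out 1 sample gave medians of 0.35 to 1.36 (MHC class II), 0.48 to 1.16 (antioxidant), 0.87 to 1.29 (apoptotic cell clearance), 1.15 to 1.51 (electron transport), 1.26 to 1.52 (lipid), 0.60 to 0.91 (proteolysis), 1.62 to 1.90 (immune), 4.15 to 6.42 (mitochondrially encoded), 1.06 to 1.33 (nuclear oxidative phosphorylation), 0.63 to 0.84 (lysosome), 1.35 to 1.65 (ribosomal protein) and -3.20 to -2.86 (dissociation). Against stroma, the direction of the camera test reversed without 1 sample for 5 lists, whose medians were -0.15 (without MNGC replicate 1) to 0.30 for antioxidant, -0.39 to 0.022 (without stroma replicate 2) for ribosomal protein, -0.13 to 0.45 for mitochondrially encoded, -11.0 to 0.026 (without stroma replicate 4) for surface epithelium and -8.76 to 0.65 (without stroma replicate 4) for oocyte genes. Without stroma replicate 4, it reversed for antioxidant (median 0.10) and mitochondrially encoded genes (0.019) as well. The sign of the median alone changed, with camera in the same direction, for granulosa genes without stroma replicate 4 (-1.47 to 0.16) and for transcripts retained in the nucleus without MNGC replicate 2. Over 42 list results under 16 alternatives, 504 values gave 436 with the same direction and significance, 42 weaker, 21 stronger and 5 reversed.

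With DESeq2, 531 genes were higher in MNGCs than in both other types and 808 lower than in both, against 175 and 138. The number of the 1000 highest MNGC genes at or above *Nkg7* was 444 to 1000 with 1 sample left out, and of the 525 upregulated genes 88 to 171.

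For 94 single genes in a comparison under 22 alternatives, 1681 values gave 1497 with the same direction and significance, 139 weaker, 45 stronger and 0 reversed, and 47 of these results changed under no alternative.

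With 4 samples per type, the smallest exact p of 0.0286 limits what single genes can show. *Tcrg-C4* did not pass the filter on low counts and so was not tested in the fit.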

Differences from the paper's values

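The paper reports 5436 DEGs between MNGCs and macrophages, 1239 of them upregulated and 1390 downregulated at a log2 FC of 2 or more. The values here were 2430, 525 and 697. Of the alternatives set before the data were examined, DESeq2 on 12 samples (4971, 1220 and 1378) and DESeq2 on 8 samples (6008, 1364 and 1960) came within 1.5 times the paper's values, and the paper's methods name DESeq2. None of the other alternatives set in advance did so for any of the 3 numbers. The paper's methods give an adjusted p under 0.05, while its sentence on the 5436 DEGs writes p without the word adjusted. At an unadjusted p under 0.05, which was not among the alternatives, the edgeR fit held 5248 genes.

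The paper shows *Nos2* and *Tlr2* as significantly higher in macrophages than in MNGCs and stroma. With edgeR, *Nos2* had adjusted p = 0.199 against MNGCs (0.0152 to 0.411 across the alternatives) and 0.165 against stroma (0.0454 to 0.366), and DESeq2 on 8 samples called both (0.0152 and 0.0454). *Tlr2* had 0.412 against MNGCs (0.285 to 0.586) and 0.102 against stroma (8.63e-07 to 0.213). For *Tlr2* against stroma, DESeq2 on 12 samples (0.0225), edgeR on 8 samples (0.00904) and DESeq2 on 8 samples (8.63e-07) called it. Tukey's post-test on normalized counts gave 0.0313 and 0.0232 for *Nos2* and 0.0365 and 0.00622 for *Tlr2*.

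The paper describes *Cd68* as higher in macrophages than in stroma. The adjusted p was 0.063 (0.0121 to 0.193), with calls by DESeq2 on 12 samples (0.0198), edgeR on 8 samples (0.0414) and DESeq2 on 8 samples (0.0121), and Tukey's post-test gave 0.914. *Adgre1* in MNGCs against stroma had 0.0393 in the fit and 0.157 in Tukey's post-test.

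The paper describes *Cd3d*, *Cd3e* and *Trbc2* as significantly higher in MNGCs than in stroma. The adjusted p was 0.153, 0.0734 and 0.0913 (0.032 to 0.292, 0.000124 to 0.154 and 6e-04 to 0.259 across the alternatives). DESeq2 on 12 samples (0.0361, 0.000415 and 0.00251), DESeq2 on 8 samples (0.032, 0.000124 and 6e-04) and Tukey's post-test (0.0172, 0.0219 and 0.0267) called them, and adjusted over the list alone the values were 0.0374, 0.0207 and 0.0222.

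The paper describes *Cd3g*, *Cd4* and the other receptor constant genes as not significantly higher in MNGCs. *Cd3g* against macrophages had 0.0045 (Tukey's post-test 0.0746), *Trbc1* 0.0117 (0.298), *Tcrg-C1* 0.0301 (0.0464) and *Tcrg-C2* 0.0295 (0.0336). For *Trbc1* against macrophages, DESeq2 gave no adjusted p on 12 samples or on 8. *Cd4* against stroma had 0.0461 (7.53e-05 to 0.127 across the alternatives, Tukey's post-test 0.189), and against macrophages 0.0853 (0.00252 to 0.353), where DESeq2 on 12 samples (0.0236), edgeR on 8 samples (0.0373) and DESeq2 on 8 samples called it.

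The paper counts *Notch1* among the DEGs downregulated in MNGCs. Its adjusted p was 0.087 (0.000413 to 0.197), and DESeq2 on 12 samples (0.0299), edgeR on 8 samples (0.0187), DESeq2 on 8 samples and the block by title (0.0445) called it. *Igkc*, which Fig 2C shows among the 50 highest genes, is not annotated as protein coding and so was not in the ranking of protein coding genes.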

Other observations

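Of the tests in this part, the comparison of mitochondrially encoded genes between MNGCs and stroma and the reading of the steroidogenic list were chosen only after the result was seen.

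Each comparison of sample types gave the most DEGs for the real split of its 8 samples: 1 of 35 splits gave as many between MNGCs and macrophages, 1 between MNGCs and stroma and 1 between macrophages and stroma. Between macrophages and stroma, 908 of 1894 DEGs were higher in macrophages. Among the highest genes, the largest increases there were *Fosb* (log2 FC 10.50), *Fos* (9.99) and *Egr1* (7.32), and the largest decreases *mt-Nd4* (-5.00), *mt-Nd6* (-4.92) and *mt-Rnr1* (-4.86). List results between MNGCs and macrophages were less firm. A camera p as small was found in 3 of 35 splits for mitochondrially encoded genes, 2 for nuclear oxidative phosphorylation, 13 for lysosome, 15 for MHC class II, 10 for antioxidant and 5 for T-cell genes. It was found in 1 of 35 for ribosomal protein and 1 for dissociation genes.

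Mitochondrially encoded, nuclear oxidative phosphorylation and ribosomal protein genes were higher in MNGCs than in macrophages (the last with a median log2 FC of 1.55, 77 of 78 genes higher and 63 of them DEGs, adjusted p = 1.13e-42). A bias by transcript length was tested as the whole cause. Matched random lists reached upper ends of 0.919 for nuclear oxidative phosphorylation, 0.971 for ribosomal protein and 1.55 for mitochondrially encoded genes, below each list's median, which argues against it, although part of each difference may come from it. Nuclei in place of whole cells in macrophage samples were tested with transcripts retained in the nucleus, such as *Malat1*, *Neat1* and *Xist*. They were higher in MNGCs (10 of 10 genes, median log2 FC 2.69, adjusted p = 7.88e-08, and 0.0803 with an estimated correlation), which argues against that explanation. If the difference belonged to the digested macrophage samples and not to MNGCs, MNGCs would not exceed stroma. The medians against stroma were -0.29 for nuclear and 0.19 for mitochondrially encoded genes, and macrophages lay below stroma by medians of -1.46 and -4.44 (adjusted p = 2.5e-36 and 2.22e-12). Ribosomal protein genes had -0.25 between MNGCs and stroma (adjusted p = 0.0409, and 0.513 with fry), 0.022 without stroma replicate 2 and -0.39 without stroma replicate 1, and -1.82 between macrophages and stroma. So a property of the macrophage samples may account for these lists. Preparation, age, cell type and RNA integrity were not separated by these samples and stay open. For RNA integrity, the paper gives a lower range in MNGCs than in macrophages, with a small overlap, and none for stroma.

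Genes induced by dissociation, of which 1 of 32 is shown in the figures of the study, were lower in MNGCs than in macrophages (median log2 FC -3.01, 22 DEGs lower and 1 higher) and higher in macrophages than in stroma (3.99). The larger adjusted p of both comparisons was 5.98e-27, and it was 9.75e-05 against MNGCs with an estimated correlation. Digestion may have induced them, while age and cell type share the same groups. Against stroma, MNGCs had a median of 0.41 (adjusted p = 0.00223, and 0.057 with an estimated correlation), and 0.27 without MNGC replicate 4.

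Other ovarian cells in the F4/80 pull-down were tested as a source of genes such as *Notch1*, *Foxc1* and *Wnt7b*. Lists of surface epithelium (median log2 FC -8.11, or -6.50 at bounds, adjusted p = 0.000245), granulosa (-2.56, 0.000753) and endothelial genes (-1.41, 0.000763) were lower in MNGCs than in macrophages, with a largest adjusted p of 0.000763. Mural (-1.74, 0.00078) and oocyte genes (-6.90, or -4.53 at bounds, 0.000853) were lower as well. With an estimated correlation, the adjusted p of these 5 lists was 0.14 to 0.297. In macrophages, the mean was 2945 ± 1631 normalized counts for *Krt18*, 33779.7 ± 15337 for *Inha*, 14214 ± 4357 for *Kdr*, 49623 ± 10110.1 for *Acta2* and 933 ± 148 for *Nlrp5*. Of these, *Inha* also had 25142 ± 30840 in MNGCs (10168 without replicate 1) and 32763 in stroma. It did not differ between MNGCs and macrophages (log2 FC -0.42, adjusted p = 0.749). At least 10 counts in every macrophage sample were found for 12 of 12 surface epithelium, 12 of 12 granulosa, 12 of 12 endothelial, 10 of 10 mural and 12 of 14 oocyte genes. In every stroma sample these numbers were 0, 4, 11, 9 and 1. Such cells may thus have been pulled down, and expression of these genes by macrophages of younger ovaries was not tested. Endothelial (2.28) and mural genes (2.57) were also higher in macrophages than in stroma. Between MNGCs and stroma, endothelial genes had 0.93 (0.00143, and 0.0515 with fry), mural genes 0.61 (0.0971, and 0.35 without MNGC replicate 4), granulosa genes -1.47, or -1.095 at bounds (0.0703, and 0.16 without stroma replicate 4), surface epithelium genes -7.84, or -6.07 at bounds (0.105, and 0.026 without stroma replicate 4), and oocyte genes -8.35, or -3.64 at bounds (0.102, and 0.65 without stroma replicate 4). The oocyte list held 0.103% of counts in stroma replicate 4 and at most 0.00077% in the other stroma samples.

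*Cyp11a1* and *Hsd3b1* were among the 50 highest MNGC genes. Steroidogenic cells captured with the MNGCs were tested with 10 genes, which were not higher in MNGCs than in macrophages (median log2 FC -0.05, adjusted p = 0.905). Macrophage samples held the same transcripts, with 128740.0 ± 60115 normalized counts of *Cyp11a1* and 10 of 10 genes at 10 counts or more in each sample, so expression by MNGCs and RNA of neighboring cells cannot be told apart for these genes.

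Further marker lists were higher in MNGCs than in macrophages: gamma delta T cell (median log2 FC 7.06, or 6.93 at bounds, adjusted p = 0.0168), NK cell (4.87, 0.0359) and B and plasma cell genes (3.88, 0.0312, and 0.0705 with fry). Against stroma they had 3.77 (0.00339), 10.28, or 5.87 at bounds (0.00431), and 2.07 (0.0466, and 0.116 with fry). Of these lists, 4 of 10, 1 of 9 and 1 of 10 genes are shown in the figures of the study. Their most abundant genes in MNGCs were *Cd163l1* (1331 ± 1639.5, and 522 without replicate 2), *Eomes* (428 ± 749, and 55.3 without replicate 4) and *Igkc*. Of the 7 gamma delta T cell genes tested against macrophages, 5 were higher in MNGCs, with 4 DEGs higher and 1 lower. The share of counts from that list overlapped, at 0.0065% to 0.0356% in MNGC samples and 0.0070% to 0.0177% in macrophage samples. Granulocyte genes had 1.23 against macrophages (0.779) and 3.41 against stroma (0.0374), and fibroblast genes 0.56 (0.247) and 0.94 (4.95e-05). With an estimated correlation, the lowest adjusted p of these 5 lists in either comparison was 0.0608. No explanation was tested for these lists.

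More genes were detected only in macrophages than only in MNGCs. Unequal totals were tested by thinning all samples to the same total, after which the ratio was 23.1, and a single MNGC sample with few genes by leaving out replicate 1, after which it was 12.8. Both values argue against these explanations as the whole cause. Cell type, preparation and age stay open and untested.

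DEGs in both comparisons of MNGCs numbered 322, of which 175 were higher than in both other types, 138 lower than in both and 9 in opposite directions. Among the 610 genes with the smallest p of each comparison, 117 were shared, 115 of them with the same sign. Simulated unchanged samples gave means of 150.9 (140 to 169) and 149.95. Genes called in both numbered 0 to 1 in the simulation, where almost no gene is called because none was changed. The log2 FCs of both comparisons share the MNGC samples, and their Pearson correlation across genes, which are not independent replicates, was 0.701, against 0.501 (0.484 to 0.521) in the simulation. The same sign was found for 65.3% of genes, against 66.6% (66.2% to 67.2%). These values point in different directions, so whether genes are shared beyond the effect of the shared MNGC samples stays open.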
